# Comparative transcriptomics in human COPD reveals dysregulated genes uniquely expressed in ferrets

**DOI:** 10.1186/s12931-022-02198-0

**Published:** 2022-10-10

**Authors:** Shah S. Hussain, Yvonne J. K. Edwards, Emily Falk Libby, Denise Stanford, Stephen A. Byzek, Don D. Sin, Merry-Lynn McDonald, S. Vamsee Raju, Steven M. Rowe

**Keywords:** COPD, Chronic bronchitis, Ferret model, Gene expression, Cigarette smoke

## Abstract

**Background:**

Chronic obstructive pulmonary disease (COPD) is a progressive lung disease with poor treatment options. However, most mouse models of COPD produce a primarily emphysematous disease not recapitulating clinically meaningful COPD features like chronic bronchitis.

**Methods:**

Wild-type ferrets (*Mustela putorius furo*) were divided randomly into two groups: whole body cigarette smoke exposure and air controls. Ferrets were exposed to smoke from 1R6F research cigarettes, twice daily for six months. RNA-sequencing was performed on RNA isolated from lung tissue. Comparative transcriptomics analyses of COPD in ferrets, mice, and humans were done to find the uniquely expressed genes. Further, Real-time PCR was performed to confirmed RNA-Seq data on multiple selected genes.

**Results:**

RNA-sequence analysis identified 420 differentially expressed genes (DEGs) that were associated with the development of COPD in ferrets. By comparative analysis, we identified 25 DEGs that are uniquely expressed in ferrets and humans, but not mice. Among DEGs, a number were related to mucociliary clearance (NEK-6, HAS1, and KL), while others have been correlated with abnormal lung function (IL-18), inflammation (TREM1, CTSB), or oxidative stress (SRX1, AHRR). Multiple cellular pathways were aberrantly altered in the COPD ferret model, including pathways associated with COPD pathogenesis in humans. Validation of these selected unique DEGs using real-time PCR demonstrated > absolute 2-fold changes in mRNA versus air controls, consistent with RNA-seq analysis.

**Conclusion:**

Cigarette smoke-induced COPD in ferrets modulates gene expression consistent with human COPD and suggests that the ferret model may be uniquely well suited for the study of aspects of the disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-022-02198-0.

## Background

Chronic obstructive pulmonary disease (COPD) is a heterogeneous disease diagnosed typically by irreversible airflow obstruction and persistent respiratory symptoms [1, 2]. COPD remains among the top five leading causes of death worldwide [3] and still lacks pharmacologic treatments that can mitigate COPD progression and persistent symptoms of the chronic bronchitis phenotype that include chronic cough and sputum production. Genetic studies can reveal novel mechanisms and suggest potential therapeutic strategies for investigation.

Cigarette smoking and chronic exposure to other inhaled pollutants are principal environmental risk factors driving COPD pathogenesis known to exert dysregulation of gene expression in the lung as well as extrapulmonary tissues [4–6]. However, transcriptomics findings in human studies cannot control for phenotypic variations that can be achieved using experimental systems, and animal studies have largely been limited to studies in mice [5, 6]. Mice are among the most utilized models to study COPD [7, 8], yet produce primarily very mild emphysematous disease and do not develop features pathognomonic for chronic bronchitis or mucus hypersecretion [9]^.^ To remedy this, we developed a cigarette smoke exposure model in ferrets that recapitulates features of emphysema as well as COPD-associated chronic bronchitis including airway remodeling, mucous metaplasia, muco-obstructive lung disease and periodic infectious exacerbations [10–13].

In the current report, we conducted transcriptome profiling of ferrets with COPD and compared findings to prior results from human COPD lungs [14] and a mouse model of COPD [6]. Overall, we sought to identify whether our ferret model of COPD captures unique genetic signatures in comparison to mouse models that can help improve understanding of the molecular pathogenesis of human COPD and promote the development of new and effective therapies.

## Materials and methods

### Cigarette smoke exposure in ferrets

Age and sex-matched ferrets (*Mustela putorious furo*) were procured from Marshall BioResources and exposed to room air or cigarette smoke generated by an automated cigarette smoke generator (TSE Systems, Chesterfield, MO). Smoke exposure consisted of 1 h of smoke from 1R6F research cigarettes, twice daily for at least 6 months. Animals were continuously monitored for particulate matter (200 ug/L) and CO levels (~ 1% to ~ 3%). All animal experiments were approved by the Institutional Biosafety Committee of the University of Alabama at Birmingham (IACUC 20232).

### RNA isolation

Following euthanasia, RNA was extracted from freshly frozen ferret lung samples using a RNeasy Mini Kit (Qiagen, Germantown, MD, USA) according to the manufacturer’s instructions. RNA integrity and concentration were examined prior to processing for RNA-seq.

### Next-generation sequencing on Illumina platforms

mRNA sequencing was performed on an Illumina NextSeq 500 System as described by the manufacturer (Illumina Inc., San Diego, CA, USA). Briefly, the quality of the total RNA was assessed using the Agilent 2100 Bioanalyzer. RNA with an RNA Integrity Number (RIN) of 7.0 or above was used for sequencing library preparation. We used the Agilent SureSelect Strand Specific mRNA library kit as per the manufacturer’s instructions (Agilent, Santa Clara, CA, USA). Library construction began with two rounds of polyA selection using oligo dT containing magnetic beads. The resulting mRNA was randomly fragmented with cations and heat, which was followed by first strand synthesis using random primers with inclusion of Actinomycin D (2.4 ng/µL final concentration). Second strand cDNA production was done with standard techniques and the ends of the resulting cDNA were made blunt, A-tailed and adaptors ligated for indexing to allow for multiplexing during sequencing. The cDNA libraries were quantitated using qPCR in a Roche LightCycler 480 with the Kapa Biosystems kit for Illumina library quantitation (Kapa Biosystems, Woburn, MA, USA) prior to cluster generation. Cluster generation was performed according to the manufacturer’s recommendations for onboard clustering (Illumina). Paired end 75 bp sequencing runs were completed to allow for better alignment of the sequences to the reference genome.

### RNA-seq analysis

RNA-seq data from 12 individual ferrets (six ferrets for air and smoke experimental conditions, respectively) were sequenced using an Illumina NextSeq 500 System (Additional file 1: Table S1). Paired end 75 bp reads were generated. Pre-alignment quality assessments of the raw fastq sequences were carried out using FastQC (version 0.11.7) (Andrews, 2010). The number of paired ends reads for the twelve samples range from 35 to 57 M (Additional file 2: Table S2, Additional file 3: Fig. S1). The raw fastq sequences were aligned to the *Mustela putorius furo* reference genome (GenBank assembly accession: GCA_000215625.1) [15]. The alignments were carried out using STAR (version 2.7.1a) [16]. (--outFilterType BySJout --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverReadLmax 0.04 --alignIntronMin 20 -alignIntronMax 1000000 --alignMatesGapMax 1000000; as per ENCODE STAR parameter options for RNA-seq). Post-alignment quality assessments were carried out with RSeQC (version 2.6.3) [17]. Samtools (version 0.0.19) [18] and IGV (version 2.6.2) were used for indexing and viewing the alignments respectively. Gene expression was quantified as gene level counts using the htseq-count function (version 0.12.3) [19]. The Ensembl gene annotations for *Mustela putorius furo* (genebuild-last-updated 2016-05) was used [20]. The htseq-count default parameters were used except for the strand parameter which was set to reverse to consider the strandedness of library. DESeq2 filtered the low counts; genes for which there are less than 3 samples with normalized counts greater than or equal to 4 were filtered out. For each sample, the read counts were normalized using the Median Ratio Normalization method. Batch effects were evaluated using the ComBat function in sva (version 3.33.1) [21]; principal component analysis plots with the normalized gene expression data were used. Differentially expressed genes (DEGs) were identified using DESeq2 (version 1.28) [22]. DESeq2 was configured by adding batch and sex to the design to control for these factor whilst DESeq2 tests for association due to the condition [22]. Genes were differentially expressed if the absolute log_2_Fold change was > 1, and the adjusted p-value was < 0.1. The transformed normalized gene expression data with batch removal and adjustments for sex, using the limma function removeBatchEffect (version 3.44.0) (Ritchie et al. 2015), was used for downstream analyses (such as clustering analysis and heatmap generation (Fig. 1). The complex heatmap package (version 2.7.1.1015) [23] was used to generate heatmaps. The volcano plots were generated with an R Bioconductor package EnhancedVolcano (version 1.12.0) [24]. Circos plots were drawn with Circos (version 0.699) [25]. Interactivenn was used to generate Venn diagrams [26].

**Fig. 1:**
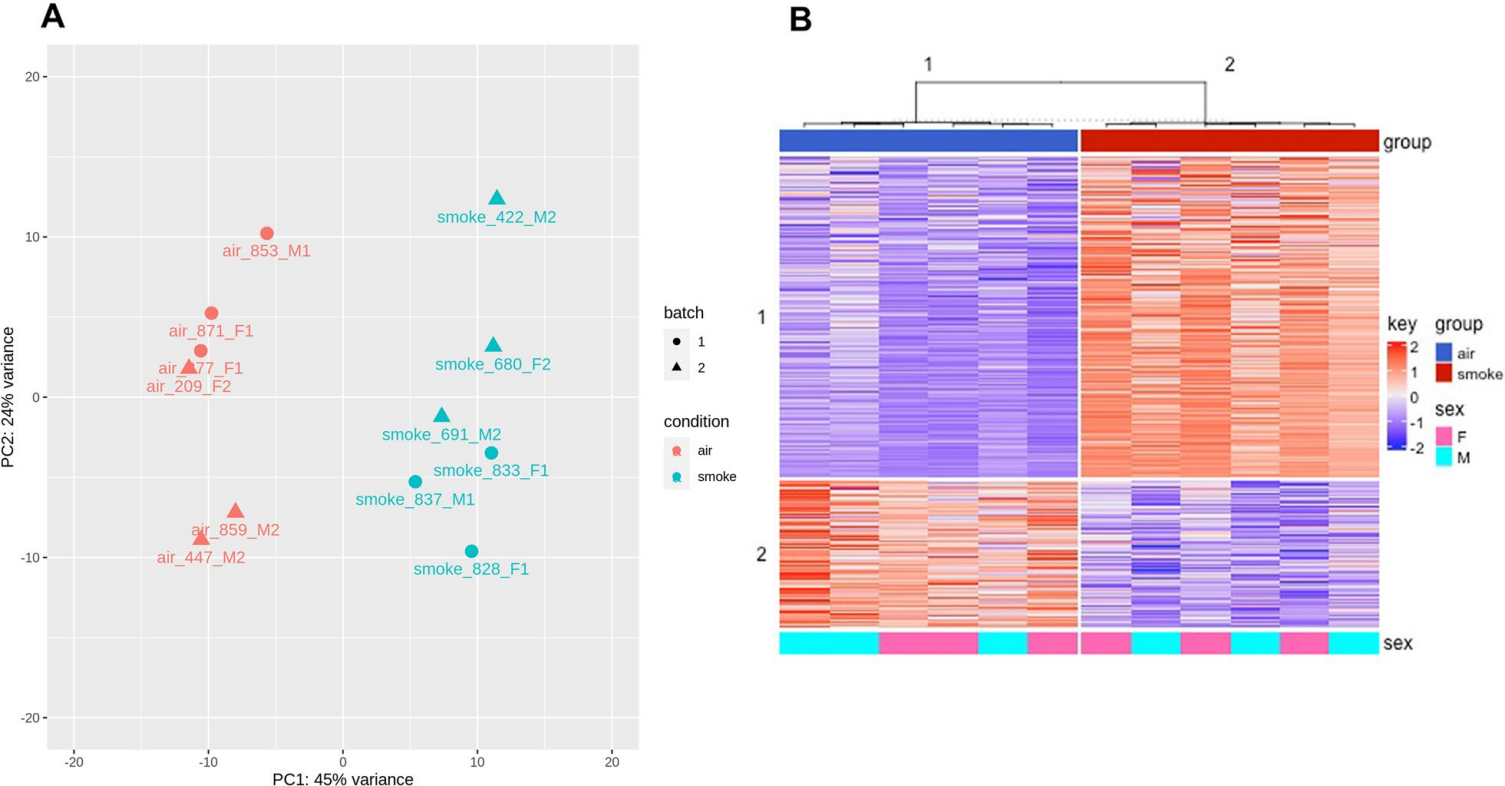
Differential expression pattern of ferret lungs following cigarette smoke exposure. Age and sex-matched ferrets (*Mustela putorious furo*) were exposed to cigarette smoke or air control for 6 months, after which lung tissues were isolated and RNA was extracted. Total RNA was isolated from lung homogenate and RNA-Seq analysis was performed. **A** Principal component analysis of the RNA seq data showing the distinct grouping of air control and smoke-exposed ferret lung (experimental) samples. **B** Hierarchical clustering of differentially expressed genes (DEGs). Studies were performed in two groups of 6 synchronous ferrets, each with 3 males and 3 females per group

### Functional enrichment analysis

To assess which biological functions were altered upon smoke exposure, over-representation enrichment analysis was performed using the WEB-based GEne SeT AnaLysis Toolkit (Webgestalt) [27]. The functional database selected was gene ontology (biological process); the genome was selected as the reference set. A list of gene symbols was supplied (those genes that mapped between the ferret and human [20]; the genes supplied were DEGs. The organism of interest selected was Human. The hypergeometric test was used for over-representation evaluation for the lists of statistically altered DEGs. The Benjamini and Hochberg method was used to calculate the adjusted p-values (q). Other functional databases used were the gene ontology for molecular function and the biological pathway (KEGG). The detection of over-represented gene ontologies in the differentially expressed genes was also performed using the clusterProfiler package (version 4.0) [28, 29].

### Real-time PCR validation

For qRT-PCR analysis, RNA was isolated using miRNeasy Mini Kit as per manufacturer protocol (Qiagen, Cat No.: 217004, USA). 50 nanogram of RNA was used for further amplification by using TaqMan™ RNA-to-CT™ 1-Step Kit (Thermo Scientific). Analyses of mRNA levels were carried out using StepOnePlus Real-Time PCR System (Life Technologies, Carlsbad, CA, USA), TaqMan Universal PCR Mastermix (Applied Biosystems, Waltham, MA, USA) and gene-specific Prime PCR Probe Assays was designed and order from thermofisher (Assay ID: APEPYE2, APT2FKD, APU696A, APFVTYY, APGZMJW, APH6F4U, APKCAPR, APMF4AN, APNKXVK, APPRTFH and APRWKZF). GAPDH was used for reference housekeeping gene. Relative expressions were quantified with the 2^−ΔΔCT^ method [30].

### Data access

The experiments performed in this study are available in GEO under the accession number (GSE193749).

## Results

### Evaluation of differentially expressed genes in smoke-exposed ferret lungs

The transcriptome profile of COPD ferrets has not been previously reported. To determine the gene expression signature of the ferret model, lung parenchyma was derived from cigarette smoke-exposed or air control ferrets and assessed using RNA-Seq. 

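Smoke-exposed ferrets breathed the smoke of research cigarettes for 1 h in each of 2 daily sessions for at least 6 months, and air control ferrets breathed room air. RNA from the lung tissue of 6 smoke-exposed and 6 air control ferrets was sequenced, with 1 library per ferret. Each group held 3 males and 3 females and 3 ferrets from each of the 2 batches, and every combination of batch and sex held as many smoke-exposed as air control ferrets. The paper describes the selection of polyadenylated RNA for these libraries, the sample records describe the removal of ribosomal RNA instead, and the deposited values do not settle which was done. Read counts were not used here. The deposited values are normalized expression transformed to a log2 scale, from which the authors removed batch and sex with limma, and the paper's text does not name the transform. The table covers 18216 genes, of which 13208 carry a symbol and 5008 are known by their Ensembl identifier alone. MUC5AC and MUC5B, the gel-forming mucins of the airway, have no row with their symbol. Each difference below is the mean of the smoke-exposed ferrets minus that of the air controls in log2 units, fitted with limma with batch and sex in the model and 8 residual degrees of freedom. Its two-sided p was adjusted over the 18216 genes by the Benjamini-Hochberg method, and a gene is said to rise or fall where the adjusted p is under 0.1. The transform draws the low values together: regressed on the fold changes in the authors' deposited table, the differences had a slope of 0.883 for genes with a mean normalized count of at least 3000 and of 0.0690 for genes under 30, so that the differences of weakly expressed genes are smaller than their fold changes in counts. The depth of single libraries cannot be read from these values. For groups of genes, 47 lists, 46 of pathways and cell type markers and 1 of the genes that the study measured by RT-PCR, were fixed before the data were examined, and the 46 lists with at least 3 measured members were tested with camera at a preset correlation between genes of 0.01. Of these, 17 lists were higher and 7 lower in smoke-exposed lungs at an adjusted p under 0.1. With a correlation estimated from the data, 7 lists still passed, namely those of NRF2 antioxidant genes, lysosomal genes, V-ATPase subunits, lipid-associated macrophage markers, cholesterol efflux and lipid droplet genes, iron and heme handling genes and the genes measured by RT-PCR, most of which the study chose from its DEGs in these lungs. Without this last list, 23 lists passed at the preset and 6 at the estimated correlation, and other groupings of the same 12 ferrets gave up to 29 and up to 3. A small camera p at the preset correlation is thus weak evidence for a single list. Of 100 groupings, the real one included, 18 gave one as small for the B and plasma cell markers and 23 for the matrix genes. For the lysosomal genes only the real grouping did. The paper's tables had been seen before the deposited data, and they print lysosomal and macrophage genes among the DEGs of these lungs. The calls of lists that hold such genes are therefore not independent of the paper's own calls.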

In the ferret transcriptomics data, the overall read mapping rate to the ferret reference genome was between ranged between 80 and 92% and did not significantly vary by smoking status. Principal component analysis of global transcriptomics demonstrated clear discrimination of smoke and control exposed ferrets (Fig. 1A)**.** Hierarchical clustering of DEGs, shown by heat map after adjustment of transcript levels by batch and sex (Fig. 1B), demonstrated distinct expression patterns by exposure condition, with pronounced alterations of the transcriptome in response to smoke, in smoke exposed ferrets. 

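Smoke-exposed and air control lungs lay apart along the first principal component, which held 45.3% of the variance of the 500 most variable genes. The smoke-exposed ferrets scored 9.33 ± 2.47 on it and the air controls -9.33 ± 2.14 (SD, n = 6 ferrets each), and the lowest smoke score of 5.38 lay above the highest air score of -5.65. Among the genes with a symbol, those with the largest loadings toward smoke were ATP6V0D2 at 0.162, a subunit of the proton pump that acidifies lysosomes, GPNMB at 0.154, a glycoprotein of phagocytes, and SPP1 at 0.142, which encodes osteopontin. SCGB3A1, a secretoglobin of airway secretory cells, pointed toward air with a loading of -0.104. The second component held 23.5% of the variance and was led by BPIFB1 at -0.243, BPIFA1 at -0.210 and SCGB3A1 at -0.203, which encode proteins of airway secretions. It did not part the groups, with a mean score of 0.680 in air controls and -0.680 in smoke-exposed ferrets (two-sided exact permutation test, p = 0.75). It moved in opposite directions in the batches, from 6.12 in air controls to -6.12 in smoke-exposed ferrets in batch 1 and from -4.76 to 4.76 in batch 2. Both results were largely fixed beforehand. With batch removed, the scores of both batches have the same mean, and the second component is uncorrelated with the first, which follows the exposure. Only the size of the moves within the batches was free. For the first component the same exact test gave p = 0.0022, the smallest that the splits of 6 against 6 allow, and the groups differed by 17.3 within batch 1 and by 20.0 within batch 2, where 3 ferrets against 3 cannot give a p below 0.10. Average-linkage clustering on the correlation over the 1000 most variable genes placed 12 of 12 ferrets on the branch of their exposure, and clustering over all genes placed 7 of 12 there.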

Overall, a total of 420 DEGs were associated with smoke exposure in COPD ferrets (Fig. 2, Additional file 1: Table S1) Cytochrome P450 family 1 subfamily B member 1 (CYP1B1) was highly upregulated in the model (5.1-fold increase, Benjamini–Hochberg adjusted p-value = 2.41E−44), in line with previous observations in humans with COPD [31] and rodent exposure models [32], and thus served as an important quality control.

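CYP1B1 (ENSMPUG00000010267), a cytochrome P450 that oxidizes polycyclic aromatic hydrocarbons and is induced through the aryl hydrocarbon receptor, stood at 11.70 ± 0.26 in smoke-exposed lungs and at 9.86 ± 0.17 in air controls (log2 values, SD, n = 6 ferrets each). This is a rise of 1.84 (standard error 0.12, adjusted p = 3.5e-06 from limma), or 3.57-fold on this scale, with 1.89 in batch 1 and 1.78 in batch 2. Of the 6 measured AHR targets, 2 rose (CYP1B1 and AHRR, the repressor of the receptor) and 1 fell, and the counts were the same when adjusted over the list alone. The gene that fell was CYP1A1, another enzyme of this family, with -0.93 (standard error 0.24, adjusted p = 0.040), and -1.16 and -0.70 in the batches. As a list, the AHR targets were higher in camera (adjusted p = 0.018; adjusted p = 0.15 with an estimated correlation, and 0.19 over genes with a mean normalized count of at least 100). Across the transcriptome 855 genes rose and 464 fell; the falls rest on single ferrets more than the rises, with 171, 230 or 198 falls without air control replicate 1, 2 or 6 and 252 or 279 without smoke replicate 2 or 4. On this scale, 81 genes rose and 2 fell beyond a log2 difference of 1, the size that the paper requires of its fold changes in counts. The 2 that fell were MARCO, a scavenger receptor of alveolar macrophages, and ADIPOQ, the adipocyte hormone adiponectin, at -1.24 (standard error 0.25, adjusted p = 0.011). The falls beyond 1 numbered 12 without air control replicate 3, and 4 without air control replicate 2 or 4 or smoke replicate 4 or 5. In the authors' deposited table, whose fold changes are those of counts, 289 of the called genes rose and 131 fell. The few falls beyond 1 on the transformed scale thus do not mean that such falls are few in counts. In 632 genes every smoke-exposed ferret lay above every air control and in 280 every one lay below, where chance alone gives 39.4 genes, or 0.216%. All 420 genes that the authors' deposited table calls had the same sign in these fits, and 338 of them passed the adjusted p, 254 upward and 84 downward. The other 82 had a median mean normalized count of 37.9 in the authors' deposited table, against 207 for those that passed. Because CYP1B1 had been reported in people with COPD and in rodent exposure models, the paper reasons that its rise serves as a quality control of the ferret model.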

**Fig. 2:**
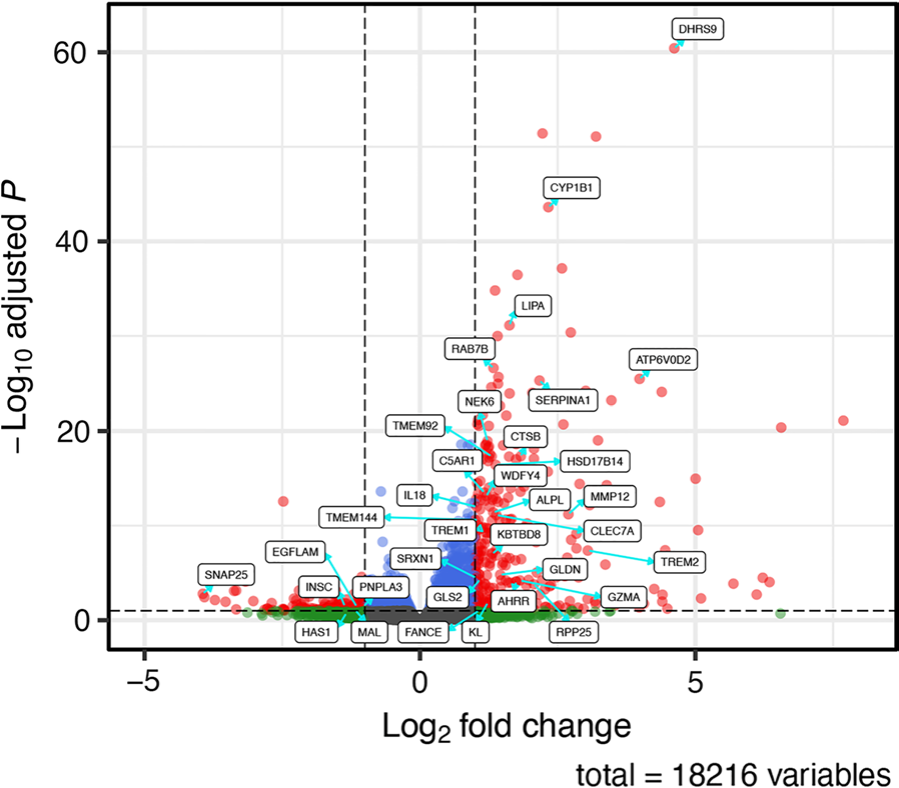
Volcano plot of differentially expressed genes (DEGs) in smoke-exposed ferrets. Differential expression volcano plot adjusted for batch and sex. Genes were differentially expressed if the absolute log_2_fold change > 1 and the adjusted p-value < 0.1; these are plotted as red dots. The known cigarette smoke exposure marker *CYP1B1* and other genes that have biological or scientific basis in smoking or COPD are indicated by text

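The genes with the largest rises in smoke-exposed lungs include several of phagocytes that take up lipid and debris. GPNMB (ENSMPUG00000013540) rose by 2.96 (standard error 0.29, adjusted p = 5.3e-05), from 12.13 ± 0.59 in air controls to 15.09 ± 0.57 in smoke-exposed ferrets (SD, n = 6 each), and SPP1, which encodes osteopontin, by 2.73 (standard error 0.32, adjusted p = 2.0e-04). DHRS9, a retinol dehydrogenase, had the smallest adjusted p of all genes, 5.2e-08, with a rise of 2.41 (standard error 0.10). TRPM1, a cation channel, rose by 2.70 and DGKB, a diacylglycerol kinase, by 2.30. The falls were smaller on this scale, which draws weakly expressed genes together. MARCO fell by 1.10 (standard error 0.14, adjusted p = 5.0e-04), APOA1, the main protein of high-density lipoprotein, by 0.99 (adjusted p = 0.0095), and MEGF6 by 0.61 (adjusted p = 6.0e-04). FSCN1, an actin-bundling protein of mature dendritic cells, fell by 0.60, and WIF1, an inhibitor of Wnt signals, by 0.56. The other falls among the largest were of LENG8 at -0.69, the matrix proteins FNDC1 at -0.59 and FRAS1 at -0.53, and of CCL24, GRM2, PAX5 and ELN. Of these, LENG8 did not pass without air control replicate 1 or 2 or smoke replicate 2 (highest adjusted p = 0.16), and GRM2 did not pass without air control replicate 1 or smoke replicate 2 (highest adjusted p = 0.12). Of 19 measured markers of lipid-associated or osteoclast-like macrophages, 13 rose and 0 fell (14 rose when adjusted over the list alone), with a median difference of 1.02, 1.12 in batch 1 and 0.78 in batch 2 (camera adjusted p = 1.5e-21; 0.018 with an estimated correlation). PLIN2, which coats lipid droplets, rose by 1.35 and DCSTAMP, needed for the fusion of osteoclasts and giant cells, by 1.02. Markers of macrophages in general also moved with the exposure: 9 of 18 rose and 0 fell (12 rose when adjusted over the list alone), at a median of 0.42 (adjusted p = 3.7e-14; adjusted p = 0.14 with an estimated correlation). Of 14 markers of resident alveolar macrophages, 4 rose, namely FABP4, PPARG, SIGLEC1 and VSIG4, and MARCO alone fell (6 and 1 when adjusted over the list alone; camera adjusted p = 0.12, and under 0.1 without air control replicate 2 or 4 or smoke replicate 3, the smallest being 0.041, in batch 1 alone, 0.0021, in females alone, 0.015, and with the replicate block added, 0.075; median 0.19 in batch 1 and -0.01 in batch 2, 0.31 in females and -0.06 in males). The rises of 2 of these lay close to the threshold: SIGLEC1 passed only without air control replicate 2 or smoke replicate 6 (highest adjusted p otherwise = 0.23), and VSIG4 passed only without air control replicate 2 or smoke replicate 2 or 3 (highest adjusted p otherwise = 0.22). In the separate batches GPNMB differed by 3.83 and 2.10, SPP1 by 3.32 and 2.15, DHRS9 by 2.50 and 2.32, APOA1 by -0.58 and -1.40, and FSCN1 by -0.67 and -0.53.

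**Figure D1:**
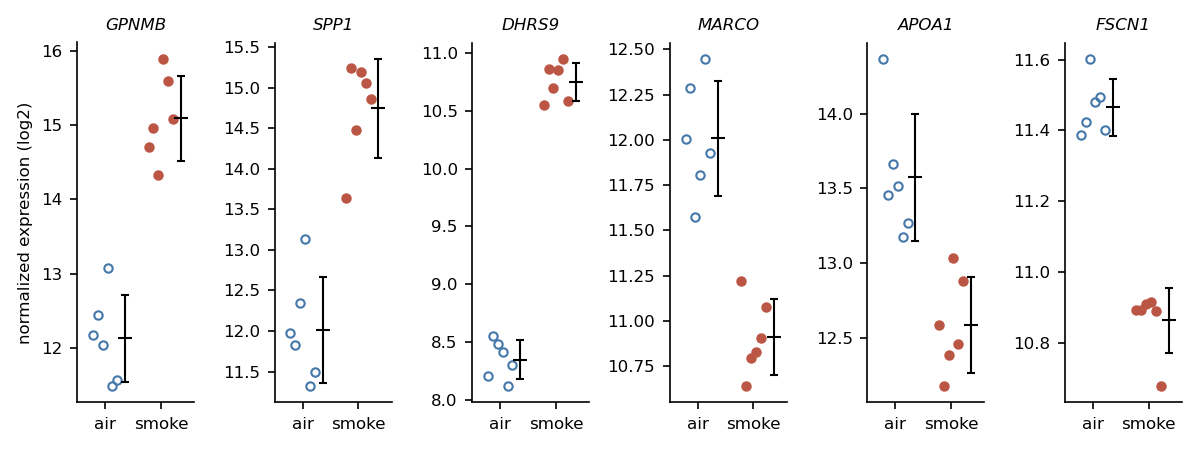
Values of 6 genes in each ferret, in log2 units of the deposited normalized expression, for 6 air control (open) and 6 smoke-exposed (filled) lungs; bars are the mean and the SD. In the 6 genes drawn, no value of an air control lies among the values of the smoke-exposed ferrets.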

### Gene ontology enrichment analysis

To support these pathway analyses, we further acquired an overview of Gene Ontology by evaluating the functional annotations of ferret DEGs based on GO terms. The top 15 associated functions in each component are presented in Fig. 3 and the complete annotation is provided in Additional file 4: Table S3. 

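Genes of neutrophil granules were among those that rose in smoke-exposed lungs, though the values do not tell which cells made their RNA. BPI, a bactericidal protein of the granules, rose by 1.40 (standard error 0.12, adjusted p = 1.9e-05), with 1.57 in batch 1 and 1.22 in batch 2, and ALPL, the alkaline phosphatase of neutrophil vesicles, by 1.16 (standard error 0.14, adjusted p = 3.0e-04), with 1.45 and 0.88. Of 20 measured neutrophil markers and granule genes, 6 rose, among them BPI, ALPL, TREM1, CHIT1 and S100A8, and 0 fell (7 rose when adjusted over the list alone). The median difference of this list was 0.17, 0.36 in batch 1 and 0.14 in batch 2 (camera adjusted p = 2.7e-05; adjusted p = 0.15 with an estimated correlation). CHIT1, a chitinase that macrophages also make, differed by 2.53 (standard error 0.69, adjusted p = 0.057), with 4.28 in batch 1 and 0.78 in batch 2, and it did not pass without air control replicate 1, 3, 5 or 6 or smoke replicate 2, 4 or 5 (highest adjusted p = 0.16), and S100A8 passed only without smoke replicate 1, 3 or 5 (highest adjusted p otherwise = 0.23). The study's own gene sets were drawn from its DEGs in these lungs, so that their directions are not independent evidence. Of the 25 genes of its set for neutrophil degranulation, 24 rose and 1, SNAP25, fell, and of the 27 genes for neutrophil activation 25 rose, 1 fell and 1, CXCL8, did not pass; CXCL8 passed without smoke replicate 1 or 4 (smallest adjusted p = 0.038). These sets also hold CD68, CTSB and TYROBP, which macrophages express, and the mean over the 18 macrophage markers was 12.44 ± 0.18 in smoke-exposed ferrets and 11.84 ± 0.19 in air controls (log2, SD, n = 6 each). All 5 genes of the set for the respiratory burst rose. Of the 13 genes for signaling of receptors coupled to G proteins and cyclic nucleotides, 7 rose, 4 fell and 2 did not pass, with ADORA2A, an adenosine receptor, higher by 0.70 (adjusted p = 0.0011) and GRM2, a glutamate receptor, lower at -0.63 (adjusted p = 0.044; GRM2 did not pass without air control replicate 1 or smoke replicate 2, highest adjusted p = 0.12). Of the 39 genes for cell adhesion 27 rose, 7 fell and 5 did not pass, and of the 18 genes for the regulation of adhesion between cells 14 rose and 4 fell.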

Disease relevant pathways that were altered in biological processes (GO: BP) prominently included neutrophil degranulation, neutrophil activation, and respiratory burst, whereas G protein-coupled receptor signaling pathway and cell adhesion were down regulated (Fig. 3A; Additional file 4: Table S3). 

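Genes of the phagocyte NADPH oxidase, which makes superoxide, rose in smoke-exposed lungs. CYBB, the catalytic subunit, rose by 1.38 (standard error 0.20, adjusted p = 8.9e-04), NCF4 by 0.87 (adjusted p = 0.0015), NCF1 by 0.62 (adjusted p = 0.0069) and CYBA by 0.49 (adjusted p = 0.014). The oxidases and dual oxidases of other cell types did not pass, so that the median of the NADPH oxidase list, with 15 measured members, was 0.0066 (0.19 in batch 1 and -0.09 in batch 2) while its mean was 0.27. Its camera adjusted p was 0.015, and the call was lost in batch 2 alone (adjusted p = 0.94) and with a correlation estimated from the data (adjusted p = 0.34 with an estimated correlation). A camera p as small came from 14 of 100 groupings of the ferrets. CYBB differed by 1.64 in batch 1 and 1.12 in batch 2; the mean over the macrophage markers, which express this oxidase, rose by 0.86 and 0.35 in the same batches. Among oxidoreductases of the NRF2 response, TXNRD1, thioredoxin reductase, rose by 0.40 (standard error 0.074, adjusted p = 0.0061) and TXN, thioredoxin, by 0.78 (standard error 0.15, adjusted p = 0.0086). SLC7A11, the cystine transporter, rose by 0.85 (adjusted p = 2.3e-04) and EPHX1, microsomal epoxide hydrolase, by 0.59 (adjusted p = 0.0017). Of 21 NRF2 antioxidant genes, 7 rose and 0 fell (8 rose when adjusted over the list alone), at a median of 0.18, 0.09 in batch 1 and 0.23 in batch 2 (camera adjusted p = 6.7e-09; 0.018 with an estimated correlation). Genes of the extracellular matrix went both ways. Of 37 fibroblast and matrix genes 3 rose, namely TGFB1, FBN2 and LOXL2, and 8 fell (3 and 17 when adjusted over the list alone). ELN, which encodes elastin, was lower at -0.53 (standard error 0.11, adjusted p = 0.016), with -0.36 in batch 1 and -0.70 in batch 2, and BGN, the proteoglycan biglycan, at -0.36 (adjusted p = 0.019), while FBN2, fibrillin-2, was higher at 0.81 (adjusted p = 0.0055). The median of the matrix list was -0.23, -0.04 in batch 1 and -0.37 in batch 2, with a camera adjusted p of 3.8e-04 that was lost in batch 1 alone (adjusted p = 0.61), with an estimated correlation (adjusted p = 0.44) and with fry (adjusted p = 0.18). Of 100 groupings of the ferrets, 23 gave a camera p as small for this list.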

Molecular functions (GO: MF) notable included receptor signaling pathways and oxidoreductase activity (Fig. 3B; Additional file 4: Table S3), whereas cellular component GO terms included extracellular matrix and NADPH oxidase (Fig. 3C; Additional file 4: Table S3).

**Fig. 3:**
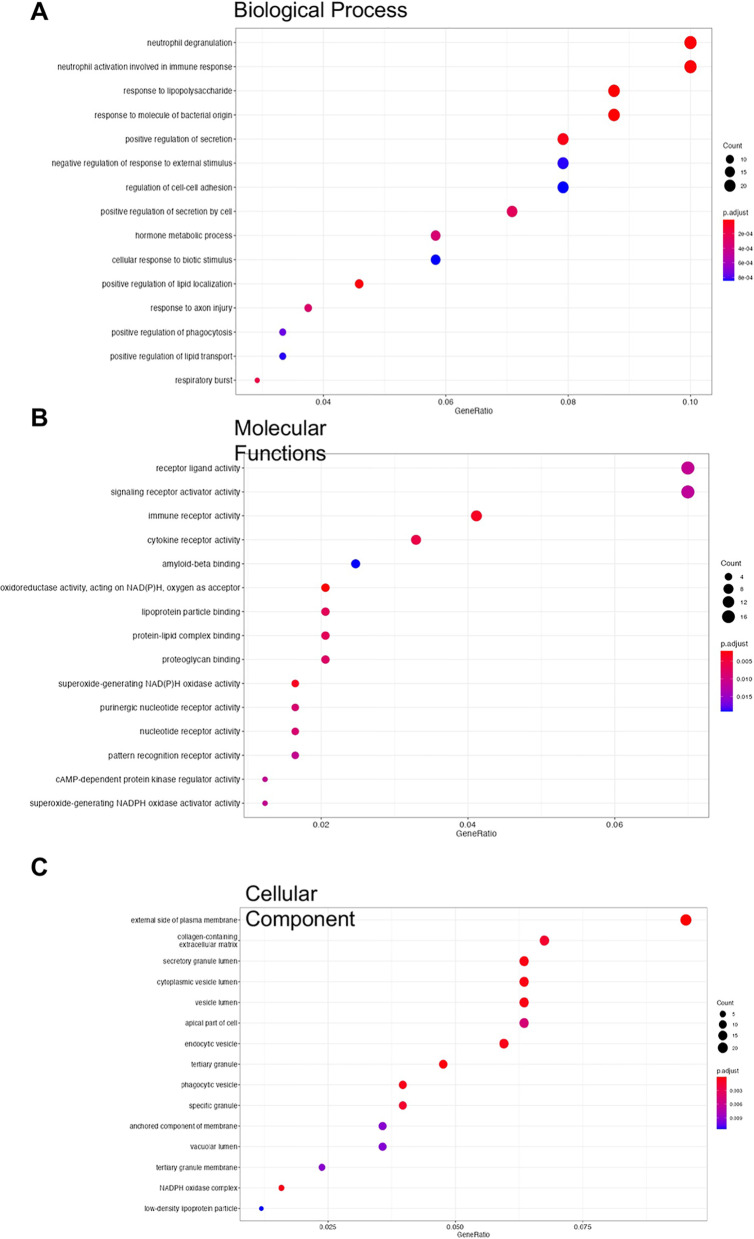
Gene ontology (GO) annotation plots for differentially expressed genes (DEGs) identified in smoke-exposed ferrets. Bubble plots showing GO terms affected for **A** biological Process, **B** molecular function, and **C** cellular component categories, by DEG count and FDR in smoke exposed ferrets as compared to controls

### Functional and gene ontology (GO) enrichment analysis of differentially expressed genes in smoke-exposed ferret lungs

DEGs associated with cigarette smoke exposure identified from the analysis of ferret lung were next subjected to functional enrichment analysis. 

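Lysosomal genes rose across smoke-exposed lungs. Of 55 measured lysosomal hydrolases and membrane proteins, 36 rose and 0 fell (45 rose and 1 fell when adjusted over the list alone), at a median difference of 0.36, 0.41 in batch 1 and 0.36 in batch 2 (camera adjusted p = 7.3e-36; 0.018 with an estimated correlation). LIPA (ENSMPUG00000006491), the lysosomal acid lipase, rose by 1.61 (standard error 0.12, adjusted p = 9.2e-06), PLA2G15, the lysosomal phospholipase, by 0.85 (standard error 0.080, adjusted p = 3.7e-05) and CTSS, the protease cathepsin S, by 1.22 (standard error 0.12, adjusted p = 5.7e-05). Of 19 subunits of the V-ATPase, the proton pump of lysosomes, 13 rose and 0 fell (15 rose when adjusted over the list alone), at a median of 0.40, 0.36 and 0.40 in the batches (camera adjusted p = 1.5e-15; 0.018 with an estimated correlation). ATP6V1C1 rose by 0.42 (adjusted p = 8.3e-04) and ATP6AP1 by 0.54 (adjusted p = 0.0023), and with them ATP6V0C, a part of the membrane ring, by 0.62 (adjusted p = 8.3e-04). Of 23 phagocytic receptors, 7 rose and 1, MARCO, fell (10 and 1 when adjusted over the list alone), at a median of 0.17, 0.24 and 0.19 in the batches (camera adjusted p = 1.4e-05; adjusted p = 0.19 with an estimated correlation). CD36, a receptor for oxidized lipoproteins, rose by 1.41 (standard error 0.13, adjusted p = 2.5e-05), MSR1, a scavenger receptor, by 1.54, FCER1G, the signaling chain of Fc receptors, by 1.01 and MERTK, which binds dying cells, by 0.64. Of 25 genes of cholesterol efflux and lipid droplets, 12 rose and 0 fell (16 and 2 when adjusted over the list alone), at a median of 0.27, 0.22 and 0.30 in the batches (camera adjusted p = 1.4e-12; 0.018 with an estimated correlation). Beside these groups, the 15 macrophage markers with a mean normalized count of at least 1000 in the authors' deposited table had a median difference of 0.77. Of 38 complement and coagulation genes, 8 rose and 0 fell (11 and 1 when adjusted over the list alone), among them C5AR1, the receptor of C5a, by 0.83, FGA and FGG, chains of fibrinogen, by 1.51 and 1.67, and PLAU, urokinase, by 0.77. This list had a median of -1.1e-04, 0.05 in batch 1 and -0.01 in batch 2, a mean of 0.24 and a camera adjusted p of 0.0017 for a rise (adjusted p = 0.22 with an estimated correlation). Of 100 groupings of the ferrets, 13 gave a camera p as small for it. In batches 1 and 2, LIPA differed by 1.84 and 1.37, CTSS by 1.46 and 0.98, CD36 by 1.57 and 1.25, and FGA by 1.91 and 1.12.

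**Figure D2:**
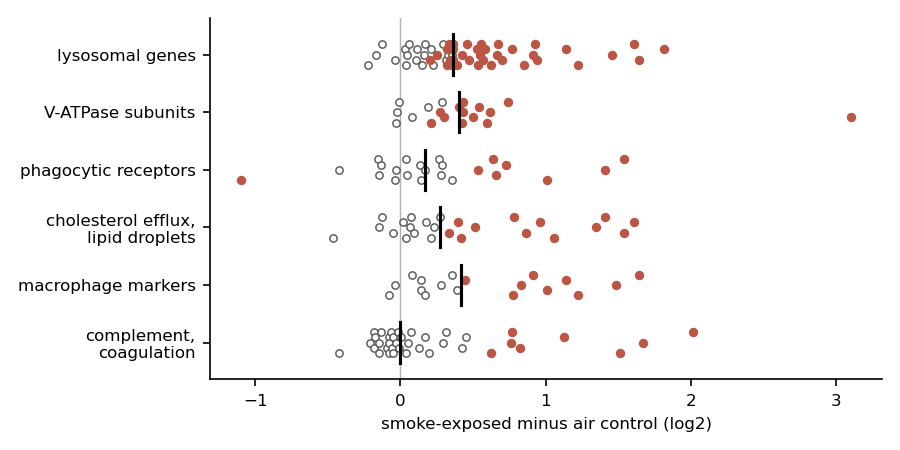
Difference of each measured member of 6 gene lists, smoke-exposed minus air control, in log2 units; filled points passed an adjusted p under 0.1, open points did not, and the short bar is the median of the list. The medians of the lysosomal and V-ATPase lists lie at 0.36 and 0.40, and that of the complement and coagulation list lies near 0.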

Top ten upregulated and downregulated KEGG pathways are shown in Table 1 in rank order by p-value, noting many were not statistically significant by FDR.

**Table 1:** KEGG pathway analysis showing up-regulated (A) and down-regulated (B) pathways

(A) Up-regulated genes—KEGG							
Gene set	Description	Size	Overlap	Expect	ER	p-value	FDR
hsa04145	Phagosome	152	10	1.91	5.23	1.89E−05	0.004
hsa04142	Lysosome	123	9	1.55	5.81	2.18E−05	0.004
hsa04610	Complement and coagulation cascades	79	5	0.99	5.03	0.003070148	0.250
hsa05144	Malaria	49	4	0.62	6.49	0.003233764	0.250
hsa04611	Platelet activation	123	6	1.55	3.88	0.004416005	0.250
hsa04380	Osteoclast differentiation	128	6	1.61	3.72	0.005361306	0.250
hsa05323	Rheumatoid arthritis	90	5	1.13	4.41	0.005373572	0.250
hsa04210	Apoptosis	136	6	1.71	3.51	0.007171521	0.266
hsa04640	Hematopoietic cell lineage	97	5	1.22	4.10	0.007356998	0.266
hsa04060	Cytokine-cytokine receptor interaction	294	9	3.70	2.43	0.011381961	0.347

(B) Down-regulated genes—KEGG							
Gene set	Description	Size	Overlap	Expect	ER	p-value	FDR
hsa04060	Cytokine-cytokine receptor interaction	294	8	1.30	6.16	3.08E−05	0.01
hsa04080	Neuroactive ligand-receptor interaction	277	6	1.22	4.90	0.001172172	0.19
hsa04930	Type II diabetes mellitus	46	2	0.20	9.84	0.017356504	1.00
hsa04672	Intestinal immune network for IgA production	49	2	0.22	9.24	0.01955958	1.00
hsa03320	PPAR signaling pathway	74	2	0.33	6.12	0.041960528	1.00
hsa04020	Calcium signaling pathway	183	3	0.81	3.71	0.046110736	1.00
hsa04062	Chemokine signaling pathway	189	3	0.84	3.59	0.049930188	1.00
hsa04350	TGF-beta signaling pathway	84	2	0.37	5.39	0.052704308	1.00
hsa04974	Protein digestion and absorption	90	2	0.40	5.03	0.059574237	1.00
hsa04750	Inflammatory mediator regulation of TRP channels	99	2	0.44	4.57	0.07042317	1.00

Top ten gene sets annotated are displayed

*ER* enrichment ratio; *FDR* False Discovery Rate

### Comparison of differentially expressed genes in smoke-exposed ferret lungs, mouse lungs, and human COPD

A unique property of the COPD ferret model is that it exhibits classical pathophysiological features of airway disease, including goblet cell hyperplasia, mucus hyperexpression, and delayed mucus clearance, as well phenotypical features of chronic bronchitis including cough [10–12]. We next sought to understand whether COPD ferrets can provide insights into the molecular basis of human COPD that otherwise cannot be examined in COPD mouse models. We next sought to evaluate the extent of overlap between the genetic signatures of DEGs in ferrets as compared to human and/or mice. To do that, overlap was assessed between the COPD ferret gene expression signature and DEGs in datasets from Obeidat et al. evaluating mice that were smoke-exposed for 24 weeks duration [6] and Bosse et al. that evaluated humans with severely affected COPD [14], a population most relevant to the duration and intensity of chronic smoke exposure experienced by ferrets [12]. Of the 420 DEGs identified in COPD ferrets, 266 DEGs also had analyzable gene expression data generated in human [14] and mouse [6] models enabling comparative transcriptomic analyses between ferret, human, and mouse lungs. 

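Of the 52 genes that the paper lists as changed in ferret, human and mouse, 50 rose and 2 fell in smoke-exposed ferrets, and all 52 passed the adjusted p. The study chose these genes from its own calls on these lungs, so that their ferret directions are not independent evidence. CD84, a receptor of myeloid cells, rose by 1.16 (standard error 0.077, adjusted p = 3.5e-06), with 1.15 in batch 1 and 1.16 in batch 2, and PLD3, a lysosomal nuclease, by 1.26 (standard error 0.10, adjusted p = 1.9e-05), with 1.39 and 1.13. IGSF6, a receptor of immune cells, rose by 0.95 (adjusted p = 2.3e-05) and ABCG1, an exporter of cholesterol, by 0.96 (adjusted p = 6.0e-04). In 51 of the 52 genes no smoke-exposed ferret overlapped the air controls, CYP1A1 being the exception, and 29 genes passed a log2 difference of 1. Of the 25 genes with the strongest evidence in the paper's Table 2, all 25 rose, at a median of 1.16 and a median standard error of 0.11, and 17 were beyond 1. On this scale SLC7A11 rose least and ATP6V0D2 most. SLC7A11 has a mean normalized count of 85.8, where differences are compressed. Its log2 fold change in the authors' deposited table is 3.39, against 3.99 for ATP6V0D2. Set beside the values that the paper prints for the other species, 51 genes had the sign of the mouse and 50 that of the human value. MARCO went against both: it fell in ferrets (in batch 1 it fell by 1.05 and in batch 2 it fell by 1.15), where the paper's mouse log2 fold change is 2.29 and its human one 0.66. CYP1A1 fell as in the mouse, where the paper's value is -0.48, and against the human value of 1.22. CD68, a marker of macrophages that is among the 52, rose by 1.64 (1.93 in batch 1 and 1.35 in batch 2).

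**Figure D3:**
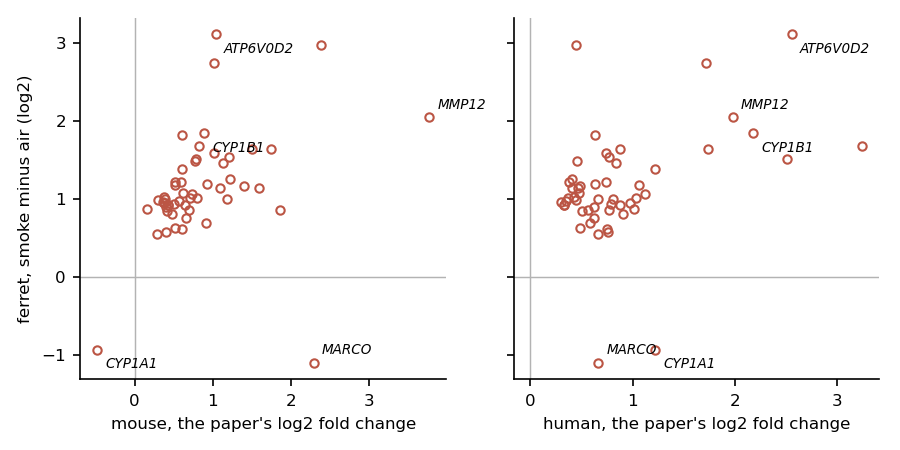
Ferret difference of the 52 genes (smoke-exposed minus air control, log2, this re-fit of the deposited values) against the log2 fold changes that the paper prints for mouse and human. MARCO lies in the lower right quadrant in both panels, and CYP1A1 in the lower right quadrant for human alone.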

As depicted in Fig. 4A Venn diagram and detailed in the Circos plot in Fig. 4B that illustrates commonalities between the ferret, human, and mouse genomes, 52 (18.5%) of these 266 DEGs in ferrets were common to all three species, whereas 77 (28.9%) were also differentially expressed in humans, and 90 (33.8%) were differentially expressed in mice (Top 25 listed in Table 2; Complete list in Additional file 5: Table S4). 

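Of the 25 genes that the paper lists as changed in human and ferret but not in mouse, 19 rose and 2 fell in smoke-exposed ferrets, and 4 did not pass the adjusted p. IL18, a cytokine released by inflammasomes, stood at 11.25 ± 0.17 in smoke-exposed lungs and at 10.42 ± 0.15 in air controls (log2, SD, n = 6 each), a rise of 0.83 (standard error 0.097, adjusted p = 1.9e-04). TREM1, a receptor that amplifies inflammation in neutrophils and monocytes, rose by 0.93 (standard error 0.12, adjusted p = 5.9e-04) from 10.46 ± 0.23, and SRXN1, the antioxidant enzyme sulfiredoxin, by 0.39 (standard error 0.078, adjusted p = 0.011) from 8.58 ± 0.04. In all 3 genes every smoke-exposed ferret lay above every air control. The genes that fell were SNAP25 and INSC, and those that did not pass were PNPLA3, EGFLAM, MAL and FANCE. Some of these lay close to the threshold: INSC passed only without air control replicate 4 or smoke replicate 1 or 4 (highest adjusted p otherwise = 0.23), MAL passed without air control replicate 4 (adjusted p = 2.7e-04), and FANCE passed without smoke replicate 6 (adjusted p = 0.088). Beyond a log2 difference of 1 were 6 genes, among them HSD17B14, a steroid dehydrogenase, at 1.03 (adjusted p = 5.3e-05), and close to it RAB7B, a GTPase of late endosomes, at 0.9999 (adjusted p = 1.9e-05). The differences over the 25 genes had a median of 0.73 and a median standard error of 0.10, and were 0.526 times the paper's ferret values at the median; the smallest ratio, 0.116, belongs to SNAP25, whose mean normalized count in the authors' deposited table is 22.5. By batch, IL18 differed by 0.90 and 0.76, TREM1 by 0.66 and 1.19 and SRXN1 by 0.44 and 0.33. As the study selected these 25 genes on the same lungs, their direction is not independent evidence.

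**Figure D4:**
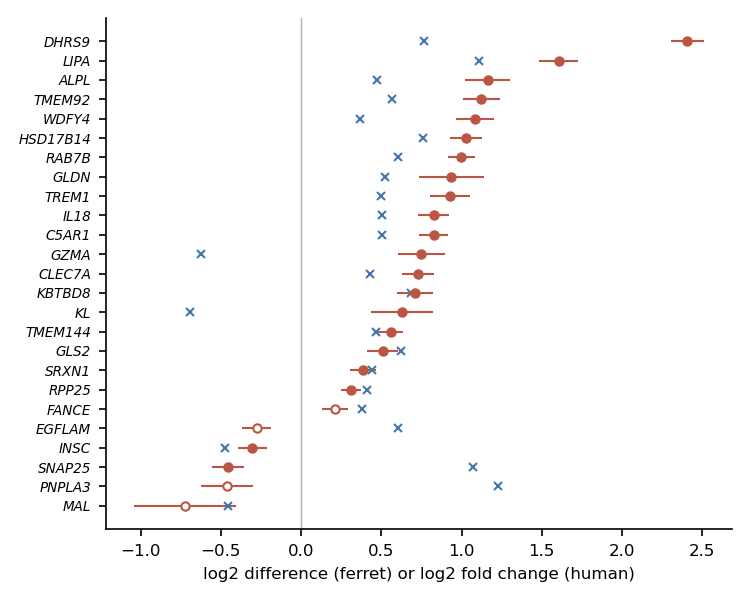
Differences of the 25 genes of Table 3 in smoke-exposed minus air control ferrets (points, log2, bars are standard errors from limma) with the paper's human log2 fold changes (crosses). Of the 25 genes, 20 have the same sign in ferret and human.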

Interestingly, 25 DEGs were differentially expressed in human and ferret, but not mice (Table 3); among these genes uniquely modeled in ferrets were those previously determined to be relevant to COPD pathogenesis, with upregulation observed for IL-18, KL, SRXN1, TREM1 and downregulation observed for HAS1 and PNPLA3 [33–36]. 

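In the ferret values, 5 of the 25 genes shared with human alone went against the sign that the paper prints for human: KL, PNPLA3, GZMA, SNAP25 and EGFLAM. KL, which encodes klotho, was higher in smoke-exposed lungs by 0.63 (standard error 0.20, adjusted p = 0.094), with 0.61 in batch 1 and 0.64 in batch 2 (two-sided exact permutation test, p = 0.022), and 4 of 6 smoke-exposed ferrets lay above the highest air control. The paper's human log2 fold change for KL is -0.69. GZMA, a granzyme of cytotoxic T and NK cells, rose by 0.75 (standard error 0.15, adjusted p = 0.0086), with 0.91 and 0.59 in the batches, against -0.62 in human, and was the 1 gene of 29 T and NK cell markers that passed (camera adjusted p = 0.23; downward 6.2e-04 without smoke replicate 6, 0.057 without smoke replicate 2, 0.054 without air control replicate 3 and 0.059 without air control replicate 5; 0.0091 upward in batch 1 alone and 2.0e-05 downward in batch 2 alone and 0.079 downward in males alone). SNAP25, a protein of vesicle fusion, was lower at -0.46 (standard error 0.10, adjusted p = 0.018), with -0.44 and -0.47 in the batches, against 1.07 in human. PNPLA3, a lipase of lipid droplets, differed by -0.46 (standard error 0.16) and did not pass at an adjusted p of 0.14, against 1.23 in human. Taken alone, the exact test of PNPLA3 gave p = 0.011, with -0.15 in batch 1 and -0.77 in batch 2, and 4 of 6 smoke-exposed ferrets lay below the lowest air control. EGFLAM, a matrix protein, differed by -0.28 (standard error 0.089, adjusted p = 0.11) and did not pass either, against 0.60 in human; EGFLAM passed without air control replicate 6 or smoke replicate 6 (smallest adjusted p = 0.048). The call for KL lay close to the threshold: KL passed only without air control replicate 5 or smoke replicate 3 or 5 (highest adjusted p otherwise = 0.22), and its difference ranged from 0.50 to 0.76 over the fits that each left out 1 ferret.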

Of note, the change in KL and PLPLA3 expression in ferret were discordant with changes in humans found by Bosse et al. Among the 25 most statistically significant DEGs common in ferret and human, three other genes also showed discordant regulation between the two species: GZMA, SNAP25, and EGFLAM (Table 3). These genes are important in airway goblet cells, although studies of its expression and localization in ferrets have not been performed.

**Fig. 4:**
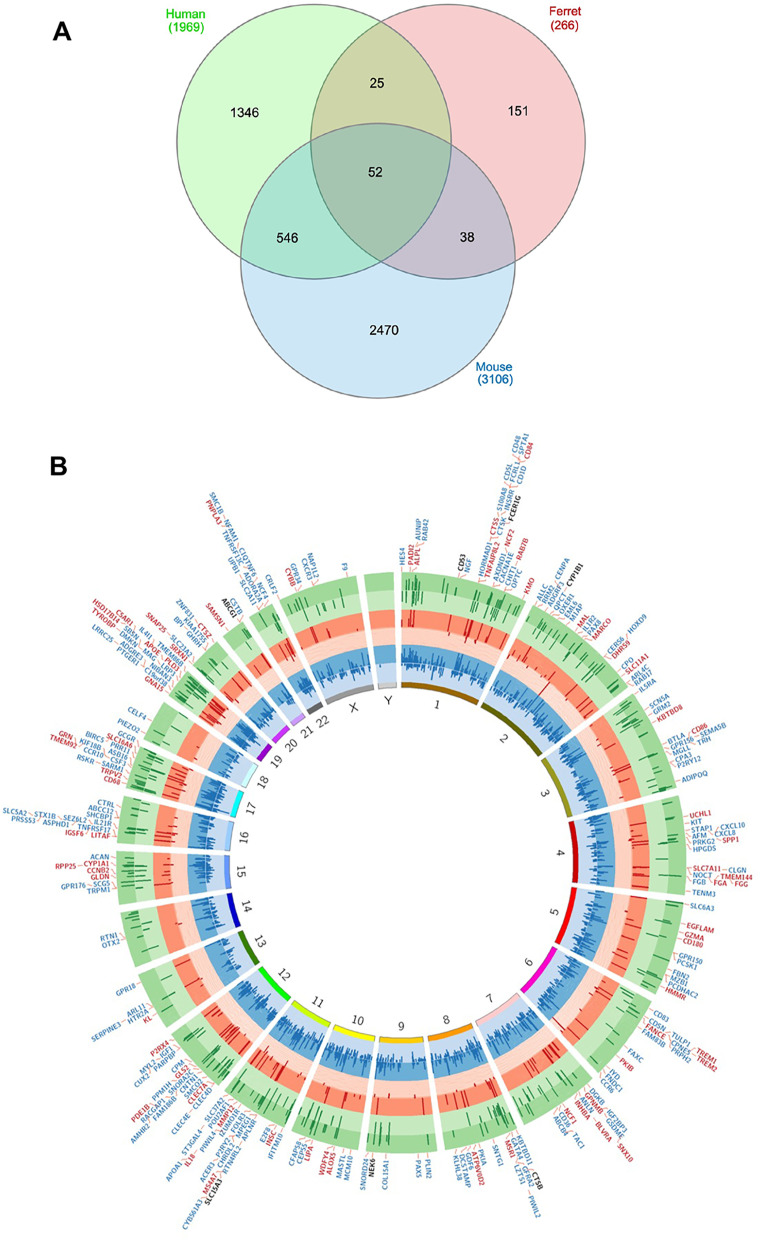
**A** Venn diagram depicting overlap between differentially expressed genes (DEGs) in smoke-exposed ferret, human COPD, and smoke-exposed murine lungs. The number of DEGs in common between smoke-exposed ferrets, human COPD [14], and smoke-exposed mice [6] are shown. **B** Circos plot of smoking-related genes overlapping between smoke-exposed ferret, human COPD, and smoke-exposed murine lungs. The gene chromosomal positions are based on the human genome and shown inside the circles. The first pair of circles (light blue and dark blue) represents the dysregulated genes from the long term (24 weeks) smoke-exposed mouse [6]. The upregulated genes are plotted in the dark blue circle pointing outward whilst the downregulated genes are plotted in the light blue circle pointing inward. The second pair of circles (light red and dark red) show the ferret genes dysregulated due to smoke exposure. The upregulated genes are in the dark red circle and the downregulated genes are in the light red circle. The third pair of circles (light green and dark green) show the “human smoking” gene signature [6, 14]. The upregulated genes are in the dark green circle, whilst the downregulated genes are in the light green circle. The length of the line is proportional to the −log_10_ FDR values for differential expression in human and for the −log_10_ FDR values in murine and for the −log_10_ p_adj_ for the ferret. Genes highlighted are statistically significant from the respective studies

**Table 2:** The top 25 smoke related DEGs identified in the ferret, mouse and human lungs shown in order of statistically significance for the ferret study

FERRET	log_2_FC	p-value	P_adj_	MOUSE	log_2_FC	p-value	p_adj_	HUMAN	Wilcox p-value	Fold change
CD84	2.22	4.64E−56	3.81E−52	CD84	1.40	2.11E−13	1.01E−10	CD84	2.14E−09	1.40
CYP1B1	2.33	5.85E−48	2.41E−44	CYP1B1	0.89	9.33E−11	1.28E−08	CYP1B1	1.14E−19	4.53
ATP6V0D2	3.99	2.70E−29	3.42E−26	ATP6V0D2	1.04	1.11E−06	3.18E−05	ATP6V0D2	7.64E−16	5.89
PLD3	1.30	2.55E−28	2.62E−25	PLD3	1.23	8.27E−17	4.37E−13	PLD3	1.17E−07	1.32
CD180	1.63	1.44E−27	1.19E−24	CD180	0.39	4.42E−03	2.42E−02	CD180	1.66E−08	1.59
IGSF6	1.14	2.64E−25	1.89E−22	IGSF6	0.37	1.90E−03	1.24E−02	IGSF6	5.24E−14	1.96
TYROBP	1.57	3.37E−25	2.31E−22	TYROBP	0.77	3.38E−08	1.85E−06	TYROBP	7.77E−12	1.37
P2RX4	1.04	3.09E−24	1.89E−21	P2RX4	0.30	3.68E−05	5.37E−04	P2RX4	3.39E−10	1.36
INHBA	2.60	3.39E−24	1.99E−21	INHBA	1.02	8.99E−09	6.30E−07	INHBA	2.90E−10	1.66
MS4A7	1.25	5.20E−24	2.85E−21	MS4A7	1.59	4.51E−13	1.99E−10	MS4A7	2.74E−10	1.38
UCHL1	3.23	1.88E−22	9.68E−20	UCHL1	0.51	6.05E−07	1.94E−05	UCHL1	6.11E−11	2.08
NEK6	1.22	2.37E−22	1.18E−19	NEK6	0.71	5.95E−08	2.94E−06	NEK6	1.27E−16	2.05
CD68	1.75	4.96E−22	2.40E−19	CD68	1.75	4.27E−14	2.78E−11	CD68	7.47E−11	1.84
MSR1	2.07	1.95E−21	7.46E−19	MSR1	1.20	2.13E−04	2.20E−03	MSR1	4.05E−11	1.71
SLC15A3	1.27	7.11E−21	2.66E−18	SLC15A3	0.92	7.71E−13	2.81E−10	SLC15A3	2.20E−12	1.55
GRN	1.09	7.73E−21	2.83E−18	GRN	0.62	2.10E−12	5.69E−10	GRN	4.90E−10	1.39
CTSB	1.83	1.32E−20	4.64E−18	CTSB	0.61	1.22E−11	2.47E−09	CTSB	1.56E−11	1.55
SLC11A1	1.74	3.12E−20	9.88E−18	SLC11A1	1.13	2.93E−10	3.53E−08	SLC11A1	1.46E−10	1.79
CD53	1.13	3.25E−20	1.01E−17	CD53	0.58	1.50E−06	3.93E−05	CD53	2.08E−09	1.27
CTSS	1.24	4.99E−20	1.52E−17	CTSS	0.60	1.82E−07	7.35E−06	CTSS	2.24E−08	1.30
SLC7A11	3.39	2.09E−17	5.37E−15	SLC7A11	1.87	4.24E−12	1.09E−09	SLC7A11	1.13E−09	1.71
LITAF	1.25	3.89E−17	9.69E−15	LITAF	0.43	1.49E−05	2.61E−04	LITAF	7.65E−10	1.26
BLVRA	1.03	6.85E−16	1.45E−13	BLVRA	0.43	8.24E−08	3.82E−06	BLVRA	8.95E−08	1.26
CD86	1.11	9.72E−16	1.97E−13	CD86	1.18	1.57E−09	1.37E−07	CD86	6.29E−14	1.76
CTSZ	1.18	1.15E−15	2.30E−13	CTSZ	1.09	2.76E−14	2.08E−11	CTSZ	5.38E−08	1.32

The statistical metrics reported for the mouse and human are computed from the mouse 24 week smoke exposed study [6] and the human smoking study [14] respectively. The log_2_FC is log_2_ fold change; the p_adj_ is adjusted p-value

**Table 3:** 25 Smoke-related DEGs identified in the ferret and human lungs shown in order of statistically significance for the ferret study

FERRET	log_2_FC	p-value	p_adj_	Human	Wilcox p-value	Fold change
DHRS9	4.62	2.31E−65	3.80E−61	DHRS9	3.38E−08	1.70
LIPA	1.62	3.60E−35	7.41E−32	LIPA	1.40E−12	2.16
RAB7B	1.33	1.63E−30	2.43E−27	RAB7B	8.24E−09	1.52
TMEM92	1.30	1.38E−20	4.73E−18	TMEM92	3.28E−10	1.48
HSD17B14	1.37	1.28E−19	3.84E−17	HSD17B14	1.51E−12	1.69
C5AR1	1.17	1.42E−16	3.25E−14	C5AR1	4.37E−12	1.42
WDFY4	1.21	3.60E−16	7.90E−14	WDFY4	1.44E−07	1.29
IL18	1.03	5.78E−15	1.03E−12	IL18	2.26E−10	1.42
ALPL	1.33	2.34E−14	4.04E−12	ALPL	2.71E−09	1.39
CLEC7A	1.39	4.59E−14	7.62E−12	CLEC7A	2.62E−12	1.35
TMEM144	1.06	1.63E−13	2.50E−11	TMEM144	4.05E−11	1.38
TREM1	1.12	1.38E−12	1.84E−10	TREM1	2.24E−08	1.41
KBTBD8	1.31	1.14E−09	9.94E−08	KBTBD8	2.97E−09	1.61
GLDN	1.46	2.83E−07	1.57E−05	GLDN	2.28E−10	1.44
SRXN1	1.02	6.73E−07	3.38E−05	SRXN1	5.16E−08	1.36
GLS2	1.09	1.04E−06	4.97E−05	GLS2	2.46E−12	1.54
**GZMA**	1.81	1.36E−06	6.24E−05	GZMA	5.53E−08	0.65
RPP25	2.07	3.87E−06	1.61E−04	RPP25	4.64E−09	1.33
**SNAP25**	− 3.94	5.62E−05	1.63E−03	SNAP25	2.56E−09	2.10
**KL**	1.23	7.98E−04	1.43E−02	KL	1.80E−08	0.62
INSC	− 1.36	2.44E−03	3.37E−02	INSC	1.75E−07	0.72
**PNPLA3**	− 1.03	2.52E−03	3.46E−02	PNPLA3	7.50E−13	2.34
**EGFLAM**	− 1.15	2.75E−03	3.69E−02	EGFLAM	1.01E−06	1.52
MAL	− 1.17	9.75E−03	9.24E−02	MAL	2.72E−07	0.73
FANCE	1.07	1.07E−02	9.85E−02	FANCE	8.44E−11	1.30

The statistical metrics reported for the human are computed from the human smoking study [14]. The log_2_FC is log_2_ fold change; the p_adj_ is adjusted p-value. Genes listed in bold are discordant between ferret and human

### RT-PCR validation analysis of key genes in COPD ferret model

To validate RNA-Seq results, we conducted RT-PCR using ferret tissues for selected DEGs (Fig. 5) that were uniquely modeled in ferrets, in addition to CYP1B1 as an exposure control, MMP12 as an important gene associated with COPD progression, and HAS1 as a disease of interest related to mucosal defense. 

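In the sequencing data, 8 of the 10 genes that the study chose for RT-PCR rose in smoke-exposed lungs: ATP6V0D2, CYP1B1, MMP12, IL18, TREM1, TMEM144, SRXN1 and KL. TMEM144, a membrane protein that the legend of Fig. 5 prints as TREM144, stood at 9.54 ± 0.10 in smoke-exposed and 8.98 ± 0.09 in air control ferrets (log2, SD, n = 6 each), a rise of 0.56 (standard error 0.077, adjusted p = 6.6e-04), with 0.56 in batch 1 and 0.56 in batch 2. The mean over the 10 genes rose by 0.92, with 0.92 in batch 1 and 0.91 in batch 2, and every smoke-exposed ferret lay above every air control (two-sided exact permutation test, p = 0.0022). Neither HAS1 nor PNPLA3 passed over all genes tested, and both were lower when adjusted over the list alone. In 7 of the 8 genes that rose, all 6 smoke-exposed ferrets were above all 6 air controls, KL being the exception. The paper describes the genes as selected DEGs of these lungs with CYP1B1, MMP12 and HAS1 added for other reasons, so that for the selected DEGs neither the count, the exact test of the mean nor the value adjusted over the list alone is independent evidence. Fewer genes passed in single batches or sexes, with 4 of 10 in batch 2 alone and 3 of 10 in males alone.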

Quantification of mRNA expression in smoke-exposed vs. air control ferrets by RT-PCR demonstrated expected changes with smoke exposure (Fig. 5), generally consistent with the RNA-seq analysis and providing validation for the utility of COPD ferrets in modeling a set of genes that can uniquely inform on the pathogenesis of COPD.

**Fig. 5:**
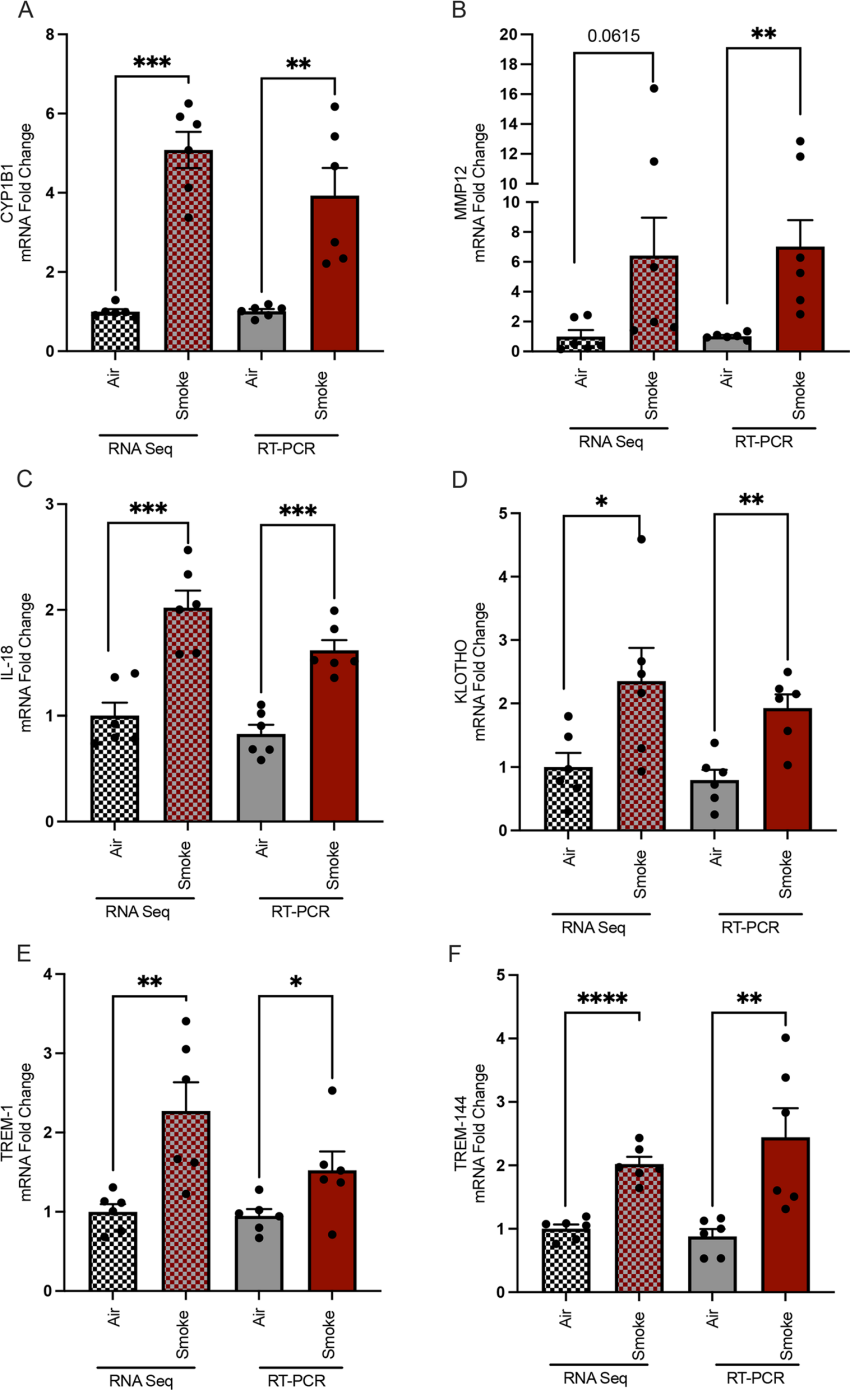

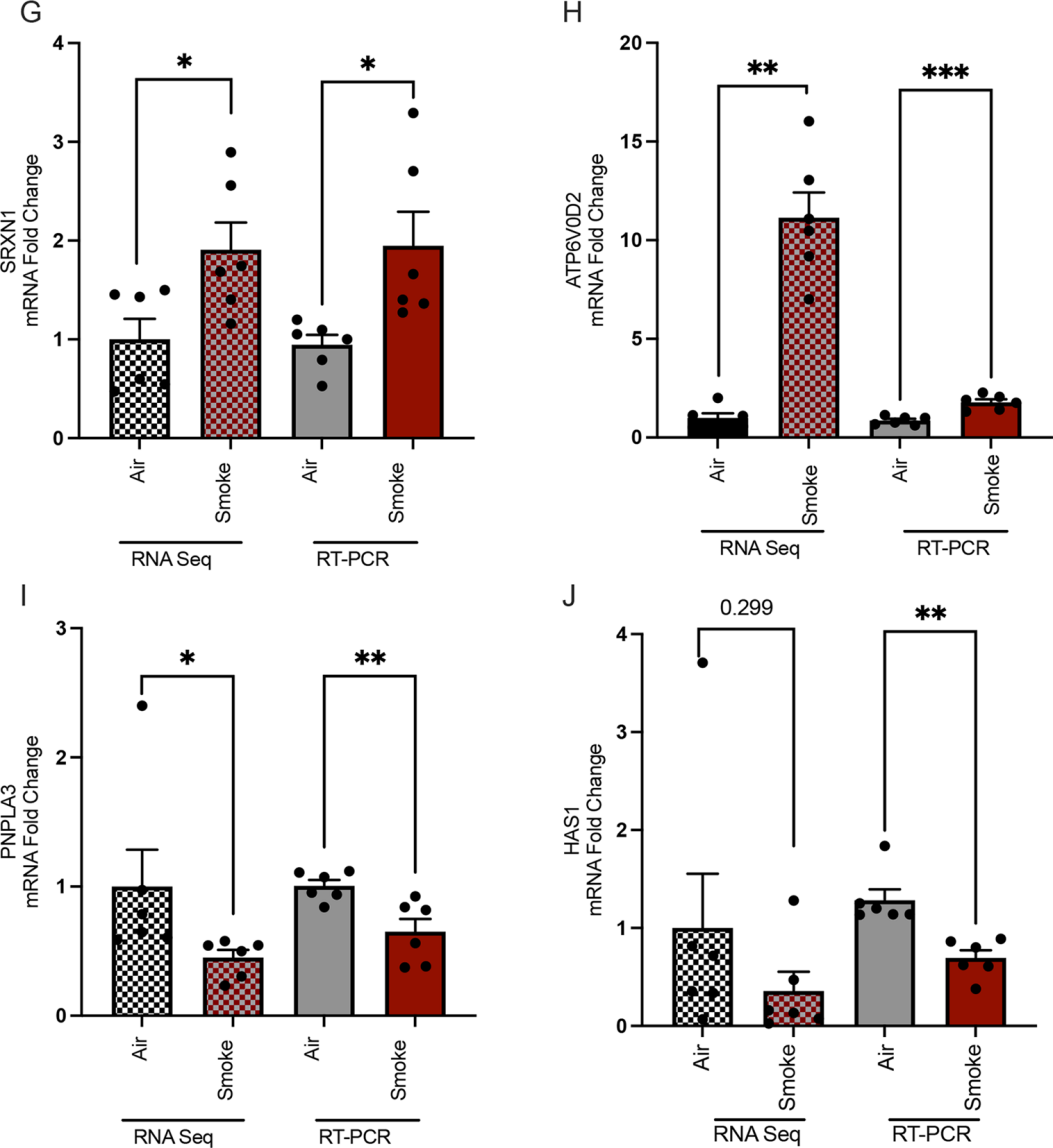
RT-PCR validation of differentially expressed genes (DEGs) unique to smoke-exposed ferret and human COPD lungs as compared to raw data from RNA-Seq. RT-PCR (right) and RNA-Seq (left) measurements for **A** CYP1B1; **B** MMP12; **C** IL-18; **D** KL; **E** TREM1; **F** TREM144; **G** SRXN1; **H** ATP6V0D2; **I** PNPLA3; and **J** HAS1 in smoke-exposed and air control ferret lungs. Mean ± SEM. RT PCR N = 6/condition, 3 males and 3 females per group, comparison by Mann–Whitney

## Discussion

Various studies using cigarette smoke induced animal models have demonstrated genes associated with smoking by transcriptomic analysis [4, 5]. However, comparative studies using smoke exposed mouse models of COPD have limitations, since mice do not exhibit all features of the complex human COPD sub-phenotypes. In this study, we assessed the transcriptome profile of lung parenchyma in a ferret model of cigarette smoke-induced COPD. Gene expression profiling has not been previously reported in COPD ferrets, which uniquely exhibit features of airway remodeling in comparison to rodent models of cigarette smoke exposure, while also exhibiting emphysema [10–13]. A total of 420 DEGs associated with smoke exposure were identified, many of which have been observed in mice, humans, or both. Furthermore, building upon a recent study by Obeidat et al. who compared the expression profiles of smoke exposed (both short term and long term) murine model with COPD human lungs [6], we identified multiple additional DEGs and associated pathways bearing pathophysiological relevance to COPD that were uniquely expressed in ferrets and humans, but not mice. To our knowledge, this is currently the only RNA-seq based transcriptomics analysis in the COPD ferret model, and due to the unique features of ferrets, provides opportunities for detection of novel pathways with human relevance.

A major goal of the analysis was to identify gene targets that might be uniquely modeled in ferrets, given the human-like phenotype it exhibits. Our analysis revealed 25 aberrantly regulated genes that were exclusive to humans and the ferret COPD model, but not mice. These included several DEGs that have previously been studied for their role in COPD and that may be implicated in mucus-related aspects of the disease. IL-18 has been correlated with pulmonary function in COPD patients [37] and, in an IL-18 transgenic mouse model, was identified as key driver regulating downstream responses including mucus metaplasia, airway fibrosis, and vascular remodeling [38]. KL-deficient mice have been observed to exhibit delayed mucociliary clearance [34], and downregulation of KL protein KLOTHO has been widely observed in COPD with cigarette exposure [39, 40]. That we observed increased expression of KL may indicate that smoke exposed ferrets are responding to delayed mucociliary clearance, as recently shown [34], The discordant expression of KL in ferrets compared to humans could be due to the possibility that higher expression of KL acts as a compensatory response to oxidative stress due to smoking, a finding reported by other studies [41], including in human smokers without COPD [42]. Other DEGs common to humans and ferret of interest included the antioxidant enzyme sulfiredoxin-1 (SRX1), which was shown to be upregulated in the lungs of nuclear factor erythroid-2-related factor 2 (Nrf^+/+^) mice upon acute exposure to cigarette smoke, conferring a protective effect against oxidative stress, although was decreased in lung tissue from patients with advanced COPD [43]. This may have been prominent since ferrets exhibit a mild form of disease, given their age and relative duration of cigarette smoke exposure. Upregulation of triggering receptor expressed on myeloid cells 1 (TREM1) has been observed in cigarette-smoke mice, exacerbating pyroptosis-mediated lung injury and inflammation [44]. These pathways could represent opportunities for further investigation in COPD pathogenesis using the ferret model.

Prior investigations evaluating gene expression profiles of smoked-exposed mouse [6] and human COPD [14] lungs enabled cross-species transcriptomics analysis for 266 of the 420 total DEGs detected in the COPD ferret model. There was substantial overlap in DEGs detected across all three species, with involvement seen in genes with widely studied roles in COPD such as CYP1B1 [31], matrix metalloproteinase 12 (MMP12) [45], and aryl hydrocarbon receptor repressor (AHRR) [46], underscoring the validity of the smoke exposure model in ferrets for evaluation of the lung transcriptome. Common DEGs between ferret, human, and mouse also reinforced the contribution of additional genes to COPD pathogenesis. 

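TREM2, CTSB and NEK6 were all higher in the lungs of smoke-exposed ferrets. TREM2 (ENSMPUG00000013654), a lipid-sensing receptor of macrophages, rose from 8.59 ± 0.42 in air controls to 10.24 ± 0.37 in smoke-exposed ferrets (log2, SD, n = 6 each), by 1.64 (standard error 0.21, adjusted p = 3.6e-04), with 2.00 in batch 1 and 1.28 in batch 2. CTSB (ENSMPUG00000001830), the lysosomal cysteine protease cathepsin B, rose from 14.18 ± 0.38 to 15.99 ± 0.35, by 1.81 (standard error 0.19, adjusted p = 8.9e-05), with 2.22 and 1.41 in the batches. NEK6 (ENSMPUG00000013997), a kinase of mitosis, rose from 10.53 ± 0.09 to 11.54 ± 0.21, by 1.01 (standard error 0.097, adjusted p = 4.6e-05), with 1.02 and 0.99 in the batches. Every smoke-exposed ferret lay above every air control in all 3 genes. TYROBP, the adaptor through which TREM2 signals and a marker of macrophages, rose by 1.48 (adjusted p = 2.5e-05). The tests are those of limma over all genes, two-sided.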

Among other overlapping DEGs, TREM2 has been observed to promote macrophage survival in the lung [47], nimA-related protein kinase 6 (NEK6) has been implicated in COPD-associated ciliopathies [48], and cathepsin B (CTSB) induced emphysema and secretory cell hyperplasia upon intratracheal administration to hamster lungs [49]. 

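SERPINA1, ATP6V0D2, MMP12 and AHRR were higher in smoke-exposed lungs, by very different amounts on the deposited scale. ATP6V0D2 (ENSMPUG00000010801), a V-ATPase subunit of macrophages and osteoclasts, rose most of all genes with a symbol, from 9.46 ± 0.37 in air controls to 12.56 ± 0.37 in smoke-exposed ferrets (log2, SD, n = 6 each), by 3.10 (standard error 0.19, adjusted p = 2.2e-06), with 3.30 in batch 1 and 2.90 in batch 2. MMP12 (ENSMPUG00000006848), macrophage elastase, rose from 9.64 ± 0.51 to 11.69 ± 0.35, by 2.05 (standard error 0.23, adjusted p = 1.2e-04), with 1.68 and 2.42 in the batches. SERPINA1 (ENSMPUG00000003240), alpha-1 antitrypsin, rose from 11.52 ± 0.31 to 13.54 ± 0.36, by 2.02 (standard error 0.18, adjusted p = 2.4e-05), with 1.49 and 2.54 in the batches. AHRR (ENSMPUG00000010246) rose from 7.98 ± 0.12 to 8.36 ± 0.05, by 0.37 (standard error 0.067, adjusted p = 0.0051), with 0.39 and 0.35 in the batches, at a mean normalized count of 40.5 in the authors' deposited table. The rows of SERPINA1 and AHRR carry no symbol in the deposited table and were tied to these names by the adjusted p that the paper prints and a log2 fold change within 0.01 of the printed one, a margin set after the row of AHRR was seen. Of 34 proteases and antiproteases, 5 rose (SERPINA1, MMP12, PLAU, CSTB and MMP14) and 1, ADAM33, fell (7 and 1 when adjusted over the list alone). CSTB, an inhibitor of cathepsins, rose by 1.15 (adjusted p = 6.4e-04) and MMP14, a membrane-bound metalloprotease, by 0.58 (adjusted p = 6.6e-04). The median of this list was 0.03, 0.12 in batch 1 and -0.07 in batch 2, with a camera adjusted p of 0.039; the call was lost without smoke replicate 4 (adjusted p = 0.12), in batch 2 alone (adjusted p = 0.63), in males alone (adjusted p = 0.29) and with an estimated correlation (adjusted p = 0.22 with an estimated correlation). MS4A7, a marker of macrophages, moved with these genes, by 1.14 (adjusted p = 2.4e-05).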

Additional genes of interest that were substantially upregulated and have direct relevance to COPD and/or cigarette smoke exposure included SERPINA1 (2.17 log_2_ fold change (log_2_FC); p_adj_ = 5.13E−26), ATP6V0D2 (3.99 log_2_FC; p_adj_ = 3.42E−26), MMP-12 (2.69 log_2_FC ; p_adj_ = 6.20E−12), AHRR (1.74 log_2_FC; p_adj_ = 8.32E−05), and CTSB (1.83 log_2_FC; p_adj_ = 4.64E−18), among others [4, 50].

Downregulation of hyaluronic acid synthase 1 (HAS1) has been associated with abnormally low production of the high molecular weight form of HA (HMW-HA) in COPD [51]. While RNA-Seq revealed a trend, RT-PCR, conducted because of prior interest in this area, indicated downregulation of HAS1. 

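HAS1 (ENSMPUG00000002759), which synthesizes hyaluronan, stood at 8.75 ± 0.50 in smoke-exposed lungs and at 9.45 ± 0.45 in air controls (log2, SD, n = 6 each). The difference of -0.70 (standard error 0.24) did not pass over all genes (adjusted p = 0.15), with -0.67 in batch 1 and -0.73 in batch 2. Taken alone, the two-sided exact permutation test of HAS1 gave p = 0.035, and 3 of 6 smoke-exposed ferrets lay below the lowest air control; HAS1 passed without air control replicate 5 or smoke replicate 2 (smallest adjusted p = 0.035). Of 19 measured genes of hyaluronan synthesis, breakdown and binding, 2 rose and 3 fell (2 and 5 when adjusted over the list alone), and the list did not move in camera (median -0.08, -0.13 in batch 1 and -0.15 in batch 2; adjusted p = 0.31), while the mean over its members was lower in an exact permutation test taken alone (p = 0.030). CD44, the main receptor for hyaluronan on cells, rose by 0.67 (standard error 0.11, adjusted p = 0.0026), with 0.93 and 0.42 in the batches, and HMMR, which binds hyaluronan and serves the mitotic spindle, by 0.55 (adjusted p = 8.5e-04). HAS2, another hyaluronan synthase, was lower at -0.34 (standard error 0.10, adjusted p = 0.090), as were HAPLN3 (adjusted p = 0.053) and ITIH5 (adjusted p = 0.096). These falls lay close to the threshold: HAS2 passed only without smoke replicate 1, 3 or 4 (highest adjusted p otherwise = 0.20), HAPLN3 did not pass without air control replicate 2 or 6 or smoke replicate 4 or 6 (highest adjusted p = 0.13), and ITIH5 passed only without air control replicate 2 or smoke replicate 1 or 4 (highest adjusted p otherwise = 0.21).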

Reduced HAS1, and thus lower HMW-HA, could also lead to abnormal HMW/LMW HA ratios, which would alter mucus clearance and also induce inflammation [51].

Multiple cellular pathways were aberrantly altered in the COPD ferret model, including pathways that are also associated with COPD pathogenesis in humans. Of the pathways were significant changes were observed (Table 1 and Additional file 4: Table S3), those that have been reported to be involved with COPD pathogenesis included activation of mitogen-activated protein kinase (MAPK), phosphatidylinositol 3 kinase/serine threonine protein kinase (PI3K-AKT), phagosome, cytokine-cytokine receptor interaction, extracellular matrix (ECM)-receptor interaction, chemokines, apoptotic signaling pathways, inhibition of transforming growth factor beta (TGF-ß), peroxisome proliferator-activated receptors (PPAR), and inflammatory mediator regulation of transient receptor potential (TRP) channel pathways [52].

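Among the groups of genes behind these pathways, receptors of cytokines and chemokines went both ways in smoke-exposed lungs. Of 41 measured receptors, 7 rose and 4 fell (10 and 4 when adjusted over the list alone), and as a list they did not pass in camera (adjusted p = 0.12; under 0.1 without air control replicate 2 or 4 or smoke replicate 3 or 4, the smallest being 0.016, in batch 1 alone, 0.0014, in females alone, 0.061, at a mean normalized count of at least 100, 0.064, with quantile normalization, 0.082, and with the replicate block added, 0.098), with a median of -0.01 (0.14 in batch 1 and -0.04 in batch 2) below and a mean of 0.07 above 0. TNFRSF1B, a receptor of TNF, rose by 0.48 (standard error 0.078, adjusted p = 0.0023), and CXCR3, a chemokine receptor of activated T cells, by 0.59 (standard error 0.099, adjusted p = 0.0030), while CCR6, IL21R, CCR10 and TNFRSF17 fell. These falls lay close to the threshold: CCR6 did not pass without air control replicate 1, 2, 4 or 6 or smoke replicate 5 (highest adjusted p = 0.13), IL21R passed only without air control replicate 4 or 5 or smoke replicate 1 or 6 (highest adjusted p otherwise = 0.17), CCR10 passed only without air control replicate 5 or smoke replicate 2, 5 or 6 (highest adjusted p otherwise = 0.17), and TNFRSF17 passed only without air control replicate 1 or 3 or smoke replicate 1 or 4 (highest adjusted p otherwise = 0.16). Of 32 inflammatory cytokines and chemokines, 5 rose (INHBA, IL18, TGFB1, CSF3 and CCL2) and 1, CCL24, fell (7 and 2 when adjusted over the list alone; median 0.01, camera adjusted p = 0.16, and 0.031 without air control replicate 4, 0.0031 in batch 1 alone, 0.014 in females alone and 0.077 with the authors' fold changes). Among these, CCL2 passed only without air control replicate 3 or 4 or smoke replicate 6 (highest adjusted p otherwise = 0.21). CCL24, which attracts eosinophils, was lower at -0.71 (standard error 0.14, adjusted p = 0.0083), with -0.80 in batch 1 and -0.61 in batch 2. In the TGF-beta and BMP pathway 2 of 39 genes rose, namely INHBA, a subunit of activins, by 1.59 (standard error 0.16, adjusted p = 5.4e-05) and TGFB1, the main TGF-beta of the lung, by 0.46 (adjusted p = 0.0022; 0.51 and 0.41 in the batches), and 2 fell, ID3 and GDF6, with the same counts when adjusted over the list alone. ID3 differed by -0.41 (adjusted p = 0.085); ID3 passed only without smoke replicate 3 or 5 (highest adjusted p otherwise = 0.21), and GDF6 passed only without air control replicate 2 (highest adjusted p otherwise = 0.19). The pathway as a list did not pass (median -0.08, -0.12 in batch 1 and -0.05 in batch 2; camera adjusted p = 0.21, and 0.079 without smoke replicate 1, 0.018 in batch 1 alone and 0.090 in females alone). PPARG, the nuclear receptor that directs lipid uptake in alveolar macrophages, rose by 0.78 (standard error 0.10, adjusted p = 5.4e-04), with 1.07 and 0.49 in the batches, and its target FABP4, a fatty acid carrier, by 0.87 (adjusted p = 4.2e-04). LAPTM5, a lysosomal protein of leukocytes and a marker of macrophages, rose beside them by 0.91 (adjusted p = 2.3e-04).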

Our study, while unique in the analysis of ferrets, is not without limitations. Ferrets are an outbred species, and thus genetic heterogeneity may have reduced the ability to detect some important DEGs, especially given the sample size encountered. We focused our analysis on parenchyma tissue, noting this was most similar to the specimens collected in humans and other species for which we compared, and this samples also include the small airways, where airway disease is prominent [12, 53]; nevertheless, the analysis of airway epithelia could be informative in the future, especially given pathological changes in the large airways of ferrets upon smoking [10–12]. 

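The lung pieces held RNA of airway cells as well as of alveoli. In the authors' deposited table the mean normalized count was 12507 for TPPP3 and 784 for FOXJ1, both of ciliated cells, and 21401 for SCGB3A1 of secretory cells. Of 26 measured markers of ciliated cells, 0 rose and 1 fell, TPPP3, at -0.40 (standard error 0.10, adjusted p = 0.042) with -0.42 in batch 1 and -0.38 in batch 2, and the count was the same when adjusted over the list alone. In the fits that each left out 1 ferret, TPPP3 did not pass without air control replicate 1 or smoke replicate 2 or 4 (highest adjusted p = 0.11). The ciliated list as a whole had a median of -0.09, 0.08 and -0.22 in the batches, and a camera adjusted p of 0.15, which fell under 0.1 without air control replicate 3 (adjusted p = 0.0074), without smoke replicate 3, 4 or 6 (smallest adjusted p = 0.0062), in batch 2 alone (adjusted p = 0.0048) and in females alone (adjusted p = 0.060). Of 19 genes of secretory and goblet cells and mucus, none passed the adjusted p of limma over all genes or over the list alone, and PIGR and SLC26A9 had an unadjusted p under 0.05; SLC26A9 passed without smoke replicate 1 (adjusted p = 0.058). The secretory list had a median of -0.15, 0.37 in batch 1 and -0.22 in batch 2 (camera adjusted p = 0.66); in batch 1 alone the list was higher (adjusted p = 0.0045) and in batch 2 alone lower (adjusted p = 7.0e-04), while SCGB3A1 differed by -1.57 (standard error 0.88, adjusted p = 0.39), by 0.67 in batch 1 and -3.80 in batch 2. Of 15 markers of alveolar type 2 cells, 1, CEBPA, a transcription factor, rose by 0.57 (adjusted p = 0.0017) and 1, WIF1, fell (2 and 2 when adjusted over the list alone; median 0.09, -0.04 and 0.20 in the batches; camera adjusted p = 0.16, and 0.099 or 0.094 without air control replicate 3 or 5, 0.018 in batch 2 alone and 0.035 in males alone). Of 15 markers of alveolar type 1 cells, 0 rose and 2 fell (0 and 4 when adjusted over the list alone), COL4A4, a collagen of basement membranes, at -0.52 (standard error 0.079, adjusted p = 0.0015) and SEMA3E at -0.40 (adjusted p = 0.074). Of these, SEMA3E passed only without air control replicate 2 or 5 or smoke replicate 1 or 2 (highest adjusted p otherwise = 0.16). The type 1 list had a median of -0.15, -0.20 and -0.02 in the batches, and a camera adjusted p of 0.024 (adjusted p = 0.43 with an estimated correlation; 0.63 in batch 2 alone, 0.48 in males alone and 0.12 with fry). A camera p as small came from 24 of 100 groupings of the ferrets.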

Since ferrets are sexually dimorphic, it is not surprising that there were important differences by ferret sex, although this was controlled for in the differential gene analysis and included where possible in comparison to other data sets. 

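The differences with smoke had the same sign in both sexes for all 1319 genes that rose or fell, but these genes were chosen on a fit that holds both sexes, which favors a shared sign. Fitted alone, females gave 1009 genes that rose and 429 that fell, and males 37 and 4. Most females were in batch 1 and most males in batch 2. Batch 1 alone gave 812 genes that rose and 244 that fell, and batch 2 alone 52 and 7. The interaction with sex was fitted without one for batch, so that a sex difference is not told apart here from one between batches. Over the 855 genes that rose, the median difference was 0.55 in females and 0.36 in males (n = 3 smoke-exposed and 3 air control ferrets of each sex), and 680 of them rose less in males. Over the 464 genes that fell, the median was -0.32 in females and -0.33 in males, so that the falls were not smaller in males. The interaction of smoke and sex in limma gave 0 genes at an adjusted p under 0.1, with 1199 genes (6.58%) at an unadjusted p under 0.05. The 5 genes with the smallest adjusted p for this interaction were all higher in smoke-exposed females. CDSN, a protein of cell adhesion in keratinized epithelia, differed by 1.69 in females and 0.47 in males (interaction adjusted p = 0.17), and CFP, the complement protein properdin, by 1.01 and -0.11 (interaction adjusted p = 0.28). TREM2 differed by 2.30 in females and 0.99 in males, ATP6V0D2 by 3.71 and 2.50, and ENSMPUG00000016658, a gene without a symbol, by 1.36 and 0.21. The mean over the macrophage markers rose by 0.83 in females and 0.38 in males, and the median of the lysosomal list was 0.47 and 0.32. In batches 1 and 2 the same values were 0.86 and 0.35 for the macrophage markers and 0.41 and 0.36 for the lysosomal list. Without air control replicate 3 the interaction gave 26 genes, and without smoke replicate 6 it gave 1. In data simulated on these genes, a sex difference of 1 log2 unit was called in 29 of 50 genes and one of 2 units in 49 of 50.

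**Figure D5:**
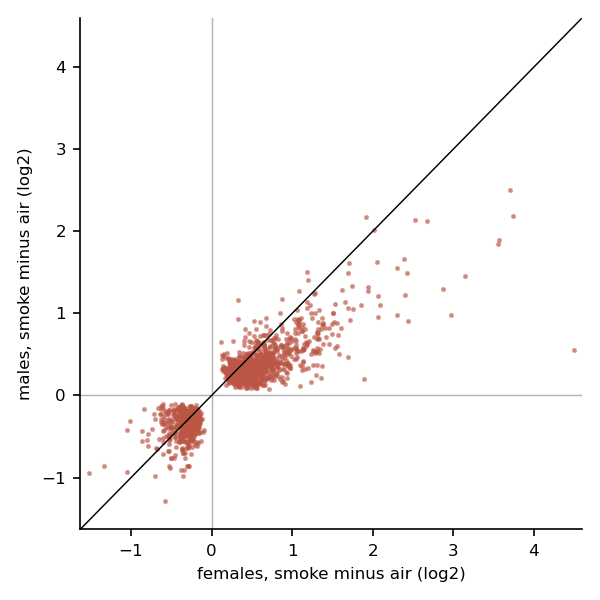
Difference of each of the 1319 genes that rose or fell, smoke-exposed minus air control in log2 units, in females (x axis, 3 against 3 ferrets) and in males (y axis, 3 against 3 ferrets), with the line of equal values. All points lie in the quadrants where both sexes have the same direction.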

Importantly, analysis of RNA has evolved throughout the study, providing a limitation in the inter-species comparisons. The RNA-Seq analysis and RT-PCR validation in this study was based on mRNA expression; validation by protein analysis will be useful in the future, noting some protein reagents in ferrets need further characterization. To assure specificity of our comparisons, we required at least one-fold change, in addition to statistical significance for the DEG to be included in the ferret study, which differed from those included in mice-human comparators, In a minority of cases for genes uniquely modeled in ferrets, the directional change in differential expression in ferrets and humans were discordant. Although this can be explained for KL due to the potential for evolving changes over time, further research will be needed for other genes where this was the case, such as GZMA, SNAP25, KL, PNPLA3 and EGFLAM.

## Conclusion

In summary, our analysis provides a large RNA-seq based transcriptome analysis set in COPD and involves a ferret model that uniquely exhibits features of chronic bronchitis. Our data revealed 420 DEGs, including multiple genes established as abnormal among COPD patients, such as pathways involving neutrophil activation, immune regulation, and oxidative metabolism. We also identified 25 DEGs that are uniquely expressed in ferrets and humans, but not mice, some of which implicate abnormal mucus clearance, a finding uniquely modeled by ferrets. Selected genes were validated with real time PCR, and these were concordant with the RNA-Seq expression. Together, the transcriptomic profile and comparison with other available models of COPD identifies a unique set of genes that could be relevant to disease pathogenesis. This high-resolution view of the lung transcriptome associated with COPD may ultimately provide a valuable resource for the research community and warrants further mechanistic investigations.

## Supplementary Information

**Additional file 1: Table S1.** RNA-seq data for 12 samples (six biological replicates each for air and smoke experimental conditions) sequenced using an Illumina NextSeq 500 System. [GEO Accession Number GSE193749].

**Additional file 2: Fig. S1.** The proportion of paired ends reads for the ferret lung samples, by individual ferrets.

**Additional file 3: Table S2.** The number of paired ends reads for the ferret lung samples.

**Additional file 4: Table S3.** Complete annotation GO TERMS in smoke exposed ferrets compared to controls.

**Additional file 5: Table S4.** Complete list (52) of DEGs in common between ferret, mice, and human transcriptome.

## Data Availability

The datasets analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

COPD: Chronic obstructive pulmonary disease
qPCR: Quantitative polymerase chain reaction
DEGs: Differentially expressed genes
KEGG: Kyoto Encyclopedia of Genes and Genomes
CYP1B1: Cytochrome P450 family 1 subfamily B member 1
GO: Gene Ontology
BP: Biological process
MF: Molecular functions
KL: KLOTHO
SRX1: Sulfiredoxin-1
TREM1: Triggering receptor expressed on myeloid cells 1
Nrf: Nuclear factor erythroid-2-related factor 2
MMP12: Matrix metalloproteinase 12
AHRR: Aryl hydrocarbon receptor repressor
NEK6: NimA-related protein kinase 6
HAS1: Hyaluronic acid synthase 1
HMW-HA: High molecular weight form of HA
MAPK: Mitogen-activated protein kinase
PI3K-AKT: Phosphatidylinositol 3 kinase/serine-threonine protein kinase
ECM: Extracellular matrix
TGF-ß: Transforming growth factor beta
PPAR: Peroxisome proliferator-activated receptors
TRP: Transient receptor potential

## References

[1] Rabe KF, Watz H (2017). Chronic obstructive pulmonary disease. Lancet.

[2] Chand HS, Vazquez-Guillamet R, Royer C, Rudolph K, Mishra N, Singh SP, Hussain SS, Barrett E, Callen S, Byrareddy SN (2018). Cigarette smoke and HIV synergistically affect lung pathology in cynomolgus macaques. J Clin Invest.

[3] Chronic obstructive pulmonary disease (COPD). World Health Organization. https://www.who.int/news-room/fact-sheets/detail/chronic-obstructive-pulmonary-disease-(copd). Accessed 29 Oct 2021.

[4] Morissette MC, Lamontagne M, Berube JC, Gaschler G, Williams A, Yauk C, Couture C, Laviolette M, Hogg JC, Timens W (2014). Impact of cigarette smoke on the human and mouse lungs: a gene-expression comparison study. PLoS ONE.

[5] Yun JH, Morrow J, Owen CA, Qiu W, Glass K, Lao T, Jiang Z, Perrella MA, Silverman EK, Zhou X, Hersh CP (2017). Transcriptomic analysis of lung tissue from cigarette smoke-induced emphysema murine models and human chronic obstructive pulmonary disease show shared and distinct pathways. Am J Respir Cell Mol Biol.

[6] Obeidat M, Dvorkin-Gheva A, Li X, Bosse Y, Brandsma CA, Nickle DC, Hansbro PM, Faner R, Agusti A, Pare PD (2018). The overlap of lung tissue transcriptome of smoke exposed mice with human smoking and COPD. Sci Rep.

[7] Stevenson CS, Birrell MA (2011). Moving towards a new generation of animal models for asthma and COPD with improved clinical relevance. Pharmacol Ther.

[8] Vlahos R, Bozinovski S (2014). Recent advances in pre-clinical mouse models of COPD. Clin Sci (Lond).

[9] Wright JL, Cosio M, Churg A (2008). Animal models of chronic obstructive pulmonary disease. Am J Physiol Lung Cell Mol Physiol.

[10] Stanford D, Kim H, Bodduluri S, LaFontaine J, Byzek SA, Schoeb TR, Harris ES, Nath HP, Bhatt SP, Raju SV, Rowe SM (2020). Airway remodeling in ferrets with cigarette smoke induced COPD using microCT imaging. Am J Physiol Lung Cell Mol Physiol.

[11] Lin VY, Kaza N, Birket SE, Kim H, Edwards LJ, LaFontaine J, Liu L, Mazur M, Byzek SA, Hanes J (2020). Excess mucus viscosity and airway dehydration impact COPD airway clearance. Eur Respir J.

[12] Raju SV, Kim H, Byzek SA, Tang LP, Trombley JE, Jackson P, Rasmussen L, Wells JM, Libby EF, Dohm E (2016). A ferret model of COPD-related chronic bronchitis. JCI Insight.

[13] Basil MC, Cardenas-Diaz FL, Kathiriya JJ, Morley MP, Carl J, Brumwell AN, Katzen J, Slovik KJ, Babu A, Zhou S (2022). Human distal airways contain a multipotent secretory cell that can regenerate alveoli. Nature.

[14] Bosse Y, Postma DS, Sin DD, Lamontagne M, Couture C, Gaudreault N, Joubert P, Wong V, Elliott M, van den Berge M (2012). Molecular signature of smoking in human lung tissues. Cancer Res.

[15] Peng X, Alfoldi J, Gori K, Eisfeld AJ, Tyler SR, Tisoncik-Go J, Brawand D, Law GL, Skunca N, Hatta M (2014). The draft genome sequence of the ferret (*Mustela putorius* furo) facilitates study of human respiratory disease. Nat Biotechnol.

[16] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[17] Wang L, Wang S, Li W (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics.

[18] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R (2009). Genome Project Data Processing S: the sequence alignment/Map format and SAMtools. Bioinformatics.

[19] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[20] Yates AD, Achuthan P, Akanni W, Allen J, Allen J, Alvarez-Jarreta J, Amode MR, Armean IM, Azov AG, Bennett R (2020). Ensembl 2020. Nucleic Acids Res.

[21] Leek JT, Johnson WE, Parker HS, Jaffe AE, Storey JD (2012). The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics.

[22] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[23] Gu Z, Eils R, Schlesner M (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[24] Blighe KRS, Lewis M, EnhancedVolcano: publication-ready volcano plots with enhanced colouring and labeling. https://github.com/kevinblighe/EnhancedVolcano. 2018.

[25] Krzywinski M, Schein J, Birol I, Connors J, Gascoyne R, Horsman D, Jones SJ, Marra MA (2009). Circos: an information aesthetic for comparative genomics. Genome Res.

[26] Heberle H, Meirelles GV, da Silva FR, Telles GP, Minghim R (2015). InteractiVenn: a web-based tool for the analysis of sets through Venn diagrams. BMC Bioinformatics.

[27] Wang J, Vasaikar S, Shi Z, Greer M, Zhang B (2017). WebGestalt 2017: a more comprehensive, powerful, flexible and interactive gene set enrichment analysis toolkit. Nucleic Acids Res.

[28] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[29] Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, Feng T, Zhou L, Tang W, Zhan L (2021). clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. Innovation (N Y).

[30] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[31] Yang D, Yan Y, Hu F, Wang T (2020). CYP1B1, VEGFA, BCL2, and CDKN1A affect the development of chronic obstructive pulmonary disease. Int J Chron Obstruct Pulmon Dis.

[32] Kim YS, Kokturk N, Kim JY, Lee SW, Lim J, Choi SJ, Oh W, Oh YM (2016). Gene profiles in a smoke-induced COPD mouse lung model following treatment with mesenchymal stem cells. Mol Cells.

[33] Nakanishi K, Nishida M, Taneike M, Yamamoto R, Moriyama T, Yamauchi-Takihara K (2021). Serum Klotho levels contribute to the prevention of disease progression. Int J Gen Med.

[34] Garth J, Easter M, Skylar Harris E, Sailland J, Kuenzi L, Chung S, Dennis JS, Baumlin N, Adewale AT, Rowe SM (2019). The effects of the anti-aging protein klotho on mucociliary clearance. Front Med (Lausanne).

[35] Papakonstantinou E, Roth M, Klagas I, Karakiulakis G, Tamm M, Stolz D (2015). COPD exacerbations are associated with proinflammatory degradation of hyaluronic acid. Chest.

[36] Galdi F, Pedone C, McGee CA, George M, Rice AB, Hussain SS, Vijaykumar K, Boitet ER, Tearney GJ, McGrath JA (2021). Inhaled high molecular weight hyaluronan ameliorates respiratory failure in acute COPD exacerbation: a pilot study. Respir Res.

[37] Rovina N, Dima E, Gerassimou C, Kollintza A, Gratziou C, Roussos C (2009). Interleukin-18 in induced sputum: association with lung function in chronic obstructive pulmonary disease. Respir Med.

[38] Nakajima T, Owen CA (2012). Interleukin-18: the master regulator driving destructive and remodeling processes in the lungs of patients with chronic obstructive pulmonary disease?. Am J Respir Crit Care Med.

[39] Krick S, Grabner A, Baumlin N, Yanucil C, Helton S, Grosche A, Sailland J, Geraghty P, Viera L, Russell DW (2018). Fibroblast growth factor 23 and Klotho contribute to airway inflammation. Eur Respir J.

[40] Gao W, Yuan C, Zhang J, Li L, Yu L, Wiegman CH, Barnes PJ, Adcock IM, Huang M, Yao X (2015). Klotho expression is reduced in COPD airway epithelial cells: effects on inflammation and oxidant injury. Clin Sci (Lond).

[41] Verde Z, Gonzalez-Moro JM, Chicharro LM, Reinoso-Barbero L, Bandres F, Gomez-Gallego F, Santiago C (2017). A paradox: alpha-Klotho levels and smoking intensity. Lung.

[42] Nakanishi K, Nishida M, Harada M, Ohama T, Kawada N, Murakami M, Moriyama T, Yamauchi-Takihara K (2015). Klotho-related molecules upregulated by smoking habit in apparently healthy men: a cross-sectional study. Sci Rep.

[43] Singh A, Ling G, Suhasini AN, Zhang P, Yamamoto M, Navas-Acien A, Cosgrove G, Tuder RM, Kensler TW, Watson WH, Biswal S (2009). Nrf2-dependent sulfiredoxin-1 expression protects against cigarette smoke-induced oxidative stress in lungs. Free Radic Biol Med.

[44] Wang L, Chen Q, Yu Q, Xiao J, Zhao H (2021). TREM-1 aggravates chronic obstructive pulmonary disease development via activation NLRP3 inflammasome-mediated pyroptosis. Inflamm Res.

[45] Churg A, Zhou S, Wright JL (2012). Matrix metalloproteinases in COPD. Eur Respir J.

[46] Kodal JB, Kobylecki CJ, Vedel-Krogh S, Nordestgaard Børge G, Bojesen SE (2018). *AHRR* hypomethylation, lung function, lung function decline and respiratory symptoms. Eur Respir J.

[47] Wu K, Byers DE, Jin X, Agapov E, Alexander-Brett J, Patel AC, Cella M, Gilfilan S, Colonna M, Kober DL (2015). TREM-2 promotes macrophage survival and lung disease after respiratory viral infection. J Exp Med.

[48] Perotin J-M, Polette M, Deslée G, Dormoy V (2021). CiliOPD: a ciliopathy-associated COPD endotype. Respir Res.

[49] Lesser M, Padilla ML, Cardozo C (1992). Induction of emphysema in hamsters by intratracheal instillation of cathepsin B. Am Rev Respir Dis.

[50] Kodal JB, Kobylecki CJ, Vedel-Krogh S, Nordestgaard BG, Bojesen SE (2018). AHRR hypomethylation, lung function, lung function decline and respiratory symptoms. Eur Respir J.

[51] Klagas I, Goulet S, Karakiulakis G, Zhong J, Baraket M, Black JL, Papakonstantinou E, Roth M (2009). Decreased hyaluronan in airway smooth muscle cells from patients with asthma and COPD. Eur Respir J.

[52] Hussain SS, George S, Singh S, Jayant R, Hu CA, Sopori M, Chand HS (2018). A small molecule BH3-mimetic Suppresses cigarette smoke-induced mucous expression in airway epithelial cells. Sci Rep.

[53] Kaza N, Lin VY, Stanford D, Hussain SS, Libby EF, Kim H, Borgonovi M, Conrath K, Mutyam V, Byzek SA (2021). Evaluation of a novel CFTR potentiator in copd ferrets with acquired cftr dysfunction. Eur Respir J.

# Supplementary material for: Comparative transcriptomics in human COPD reveals dysregulated genes uniquely expressed in ferrets
**Source:** Respir Res. 2022 Oct 10;23:277. doi: 10.1186/s12931-022-02198-0
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. The number of paired ends reads for the ferret lung samples.

**Supplemental Table 2.** The number of paired ends reads for the ferret lung samples.

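The table gives, for each library, the read pairs that mapped to one place in the ferret genome, those that mapped to several places and the total. By these printed values the totals run from 39922623 to 57118396 pairs in air controls and from 35956247 to 42083901 in smoke-exposed ferrets, and the mapped share, unique and multiple together, from 80.3% to 92.3%. The printed rows of Smoke 4, Smoke 5 and Smoke 6 equal those of Smoke 1, Smoke 2 and Smoke 3, so that the table holds 9 distinct rows. Over the 9 distinct rows the share of uniquely mapped pairs did not differ between 6 air controls and 3 smoke-exposed ferrets in a two-sided exact permutation test (p = 0.39). The expression values deposited for these ferrets differ between libraries: the pair with the most identical values, smoke replicates 1 and 3, shares 616 of 18216. Batch and sex were removed from these values, so that equal libraries assigned to different batches or sexes would differ as well. The count of identical values therefore cannot decide whether the repeated rows come from the same libraries. The depth of each library at a gene cannot be read from the deposited values.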

| Category | Uniquely mapped | Mapped to multiple loci | Mapped to too many loci | Unmapped: too short | Unmapped: other | Total |
| --- | --- | --- | --- | --- | --- | --- |
| Air Control 1 | 36,696,922 | 802,698 | 8,971 | 3,226,998 | 16,298 | 40,751,887 |
| Air Control 2 | 51,613,865 | 1,125,045 | 9,139 | 4,353,208 | 17,139 | 57,118,396 |
| Air Control 3 | 43,223,685 | 943,937 | 8,908 | 4,080,477 | 14,487 | 48,271,494 |
| Air Control 4 | 33,526,441 | 927,466 | 3,673 | 5,457,059 | 7,984 | 39,922,623 |
| Air Control 5 | 36,568,140 | 899,794 | 4,300 | 4,441,631 | 4,194 | 41,918,059 |
| Air Control 6 | 42,674,956 | 1,101,285 | 5,437 | 10,718,445 | 5,452 | 54,505,575 |
| Smoke 1 | 33,648,837 | 847,894 | 3,577 | 7,579,385 | 4,208 | 42,083,901 |
| Smoke 2 | 30,982,289 | 950,498 | 3,685 | 4,016,176 | 3,599 | 35,956,247 |
| Smoke 3 | 31,015,814 | 811,047 | 3,530 | 4,558,295 | 3,641 | 36,392,327 |
| Smoke 4 | 33,648,837 | 847,894 | 3,577 | 7,579,385 | 4,208 | 42,083,901 |
| Smoke 5 | 30,982,289 | 950,498 | 3,685 | 4,016,176 | 3,599 | 35,956,247 |
| Smoke 6 | 31,015,814 | 811,047 | 3,530 | 4,558,295 | 3,641 | 36,392,327 |

How the deposited data were processed for this re-analysis (not part of the article)

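RNA was sequenced from the lungs of 12 ferrets, 6 exposed to cigarette smoke and 6 breathing air, with 1 library per ferret. The samples were grouped by exposure as in the sample records, which give the sex, the batch and a replicate number of each ferret, and no ferret was left out of the main comparisons. The replicate numbers do not pair the ferrets, and no cell of batch and sex holds ferrets of 1 exposure alone.

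The authors checked the reads with FastQC 0.11.7, aligned them to the ferret genome with STAR 2.7.1a, counted them per gene with HTSeq, and fitted DESeq2 1.28 with batch and sex in the design. The signal values of the authors' deposited table are means of normalized counts over the 12 ferrets, which the authors made with DESeq2 by the median ratio method. The log2 fold changes and their standard errors in that table were fitted to the counts by the authors with DESeq2. The score values in that table are the authors' Wald statistics, each a log2 fold change divided by its standard error as deposited. The p-value and adjusted p-value columns were computed by the authors with DESeq2, and 1766 genes with a low mean count have no adjusted p-value. The log2 values per ferret were normalized and transformed by the authors before deposition, and batch and sex were then removed by the authors with limma 3.44.0. In those values the largest coefficient of batch or sex is 5.8e-14. A second deposited table holds the same values for the 420 genes that the authors call. Read counts were not used here, so that a fit to the counts, with DESeq2 or another tool, was not run.

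The differences between smoke-exposed and air control ferrets were computed with R 4.3.3 and limma 3.58.1 on the deposited log2 values, with batch, sex and exposure in the model, 8 residual degrees of freedom and empirical Bayes moderation with a trend of the variance on the mean. Since batch and sex are crossed with the exposure in equal numbers, removing them before the fit does not shift the differences, and keeping both in the model counts the degrees of freedom that their removal took. All tests are two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 18216 genes at a threshold of 0.1, beside which the paper requires a log2 difference over 1. Single values were compared with exact permutation tests over all splits of the ferrets. Gene lists of pathways and cell type markers were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the data, and with fry, each over the 46 lists with at least 3 measured members. Principal components were computed from the 500 most variable genes, and clustering from the 1000 most variable genes. The interactions of smoke with sex and with batch were tested as terms added to the same model. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

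Table S2 prints read totals for the libraries, but the depth of a library at a gene is not in the deposited values. The mean normalized counts sum to 43135324 with a median of 536.0 per gene, the 10 most abundant genes hold 11.9% of them, and 3356 genes lie under a mean of 20. The precision at a gene is therefore taken from the spread between ferrets. The steps were tested on simulated data, made by adding known differences to the spread of these genes, with 50 changed genes of each size among 18216. A smoke difference of 0.5 log2 units was called in 44 of 50 genes and differences of 1, 1.5 and 2 in 50 of 50, with 22 false calls in all. An interaction with sex of 0.5, 1, 1.5 and 2 log2 units was called in 12, 29, 45 and 49 of 50 genes, with 13 false calls. When the 55 lysosomal genes were raised by 0.5, 0 of 39 lists that share no member with them were called by camera, and 0 of 46 in a run with no change. The simulated genes vary independently of each other, so these runs cannot show how camera behaves where genes are correlated. In the real values, other groupings of the ferrets gave a median of 16 lists and up to 30 at the preset correlation.

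The genes named in the text were chosen by a rule: every gene that the paper names in its text, Tables 2, 3 and S4 or the labels of Figs. 2 and 5; the 12 genes with a symbol that rose most and the 12 that fell most among those with an adjusted p under 0.1 whose groups do not overlap; in each list the 4 members with the smallest adjusted p and members that show the other direction or did not pass; and for an interaction the 5 genes with the smallest adjusted p. Not every gene that meets this rule is named. The values of the paper's tables and the values per ferret in the first rows of Table S1 had been seen when the rule was written. Members named because a list has 5 or fewer such genes, genes with the largest loadings on a principal component, and FOXJ1, PIGR and SLC26A9 were chosen after their values were seen. Symbols are those of the deposited table. SERPINA1 and AHRR have no symbol there and were tied to their rows by the values that the paper prints; for AHRR the margin was widened, to 0.01 in the log2 fold change, after its row had been seen. The alternatives were models without batch and sex, with a block for each cell of batch and sex or for the replicate numbers, without the variance trend or with robust moderation, median-centred and quantile-normalized values, filters at a mean normalized count of 20 and of 100, the authors' fold changes and p-values, other thresholds, each batch and each sex alone, and the removal of each ferret in turn. A gene whose symbol the deposited table lacks, such as MUC5AC, MUC5B and SCGB1A1, could not be examined.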

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

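The tests of lipid-associated macrophage genes, of MARCO and of the second principal component, and the regroupings for the interactions with sex and batch, were chosen after their results were seen. Within a group of 6 ferrets, a value was taken to lie far from the others when its gap to the nearest exceeded, as a share of the range of the group, the 95% critical value of Dixon's test for 6 samples. Among 388 groups, for the genes named, the lists and the principal components, 16 held such a ferret, where chance gives about 1 in 20 groups, here 19.4. These were the list of alveolar type 2 markers in smoke replicate 1, 0.653; the list of cell cycle genes in air control replicate 4, 0.699; the list of iron and heme handling in air control replicate 4, 0.685; FSCN1 in smoke replicate 6, 0.893; ADORA2A in air control replicate 4, 0.6996; GZMA in air control replicate 2, 0.706; HAPLN3 in air control replicate 3, 0.706; TNFRSF1B in air control replicate 2, 0.694; ID3 in air control replicate 1, 0.815; SEMA3E in smoke replicate 2, 0.644; RACGAP1 in air control replicate 4, 0.641; APLNR in smoke replicate 1, 0.677; CCR10 in air control replicate 5, 0.651; CCR6 in air control replicate 4, 0.772; MAL in air control replicate 4, 0.754; ROBO4 in air control replicate 4, 0.715, each value being the gap as a share of the range.

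The effect of smoke differed between the batches in 10 genes of the interaction test of limma (batch 2 minus batch 1, log2): BPIFB1 -6.34, BPIFA1 -5.65, ENSMPUG00000008121 -2.80, CCL21 -1.13, ENSMPUG00000010676 -1.07, SUSD3 -0.94, PIM1 -0.88, ZNF608 0.77, SERINC2 0.82 and ENSMPUG00000018619 1.20. BPIFB1 and BPIFA1 are secreted by airway epithelium, and none of these 10 genes is named in the text of the paper. Of 100 groupings of the ferrets into 2 sets of 3 air controls and 3 smoke-exposed ferrets, fitted with sex in the model, 1, the real one, gave as many genes, and the highest of the others gave 8. That share does not exclude chance, as the margin is narrow and the comparison was chosen after the result was seen. Batch, the real grouping, had also been removed from the deposited values, unlike the other groupings. The count fell to 0 without air control replicate 2, 3, 4, 5 or 6 or smoke replicate 4, and was 4, 4 and 3 without smoke replicate 2, 5 or 6. It rose to 37, 39 and 53 without air control replicate 1, smoke replicate 1 or smoke replicate 3, so that it rests on single ferrets. The interaction with sex gave 0 genes in limma (1199 at an unadjusted p under 0.05), a count that all 100 groupings fitted with batch in the model must reach, so that the comparison says nothing about chance; the highest of these gave 47, which is not comparable with the 8 above, as the models hold different terms.

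The paper does not discuss 981 of the genes with an adjusted p under 0.1, which lie outside its 420. It also does not discuss the following as groups, although its tables hold some of these genes: 22 of 38 cell cycle genes that rose, 7 of 22 markers of B and plasma cells that fell while 2 rose, 4 of 24 endothelial markers that fell and 4 of 19 genes of iron and heme handling that rose. As lists, all 4 passed in camera at the preset correlation, and with an estimated correlation only the last did (adjusted p = 0.19, 0.28, 0.19 and 0.089 in this order); the last also lost its call in batch 2 alone (adjusted p = 0.10), as did the endothelial markers (adjusted p = 0.31).

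The ferrets were also split into other groups of 6 and 6, with 100 groupings drawn of the 462 possible. The 83 genes past the paper's thresholds stand against 6 in the highest of the others and the 1319 genes with an adjusted p under 0.1 against 45; in each case 1 of 100, the real grouping, reached the count, and chance can be excluded. The 8 genes measured by RT-PCR stand against 0 and the 73 genes of Tables 2, 3 and S4 against 5, but the study chose the genes of the tables, and most of those for RT-PCR, on the real grouping of the same lungs, so that this comparison says nothing about chance. The 24 gene lists with camera at the preset correlation were reached by 13 of 100 groupings, the highest giving 30, so that chance cannot be excluded for that count. With an estimated correlation the 7 lists stand against 3 in the highest of the others. Without the list of the genes measured by RT-PCR, the counts are 23 against 29 and 6 against 3. For the NRF2, lysosomal, V-ATPase, lipid-associated macrophage and cholesterol efflux lists, only the real grouping gave a camera p so small. The paper's tables, which print DEGs of these kinds, had been seen before the deposited data, so that these lists are not independent of its calls. Groupings with a camera p as small numbered 11 for the endothelial list, 13 for complement, 14 for NADPH oxidase, 15 for platelet and 18 for B and plasma cells. They numbered 21 for circadian, 23 for matrix, 24 for alveolar type 1, 25 for mast cell, 34 for mesothelial and 42 for interferon genes. Chance cannot be excluded for these, while the other lists that passed gave at most 8.

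Markers of lipid-associated macrophages rose more than markers of macrophages in general. The mean of the first list rose by 1.20 and that of the second by 0.61, an excess of 0.60 (standard error 0.088, two-sided exact permutation p = 0.0022, the smallest the splits can give), and the scores of all 6 smoke-exposed ferrets lay above all air controls. A difference between the batches is argued against, since the excess was 0.62 and 0.57 within batches 1 and 2. With quantile normalization the excess was 0.59, but scaling a whole library shifts both lists alike and cancels in the excess. This value therefore cannot decide whether the authors' scaling plays a part. More macrophages of the make-up found in air controls stay open as an explanation, as does a change in their make-up or state, because the excess is the pattern itself and lies within the SD of the members of the first list, 1.05 (0.53 in the second).

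MARCO fell while other macrophage genes rose. Fewer resident alveolar macrophages would lower their other markers too, but the 13 others had a median difference of 0.25 (SD 0.35). A difference between the batches is argued against by the batch in which MARCO changed least, at -1.05, and the authors' scaling by its difference of -1.11 with quantile normalization. Lower MARCO expression per macrophage, or a replacement of cells that express it, may explain the fall, and the present values cannot separate these.

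The second principal component moved with smoke in opposite directions in the batches, which the removal of batch and the first component largely require. It followed airway secretory genes. A varying share of airway in the tissue pieces would move all airway lists with it; the ciliated list without genes of the components correlated with it by -0.57 (permutation p = 0.053 before and 0.063 after adjustment over 6 lists; Spearman rho = -0.62, p = 0.037 before adjustment; r = -0.70 in air controls, -0.60 in smoke-exposed ferrets, -0.35 in batch 1 and -0.90 in batch 2, and -0.24 without the 2 ferrets farthest out), the basal list by -0.79 and the cartilage list by -0.89, while the alveolar type 1, type 2 and endothelial lists correlated by 0.64, 0.67 and 0.49. All 3 airway lists go in the direction that this explanation needs, but the ciliated value depends on the 2 ferrets farthest out, so that it stays open. The authors' scaling is argued against, as the component correlated by 0.9996 with the one after quantile normalization. No biological explanation was tested.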

How the results depend on the processing

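None of the alternatives here was chosen after the results were seen. All 1319 genes with an adjusted p under 0.1 that an alternative could test kept their direction, but the counts moved. The shared direction is weak evidence. Other blocks, moderation or count filters leave the difference of a gene unchanged in this balanced design. For batches, sexes and single removals, the genes had been chosen on the fit to all ferrets. The 83 genes past the paper's thresholds became 419 with the authors' fold changes and p-values and 419 with a difference over 0.5, 133 in batch 1 alone, 44 in batch 2 alone, 29 in males alone and 162 in females alone, and ranged from 68 to 97 when 1 ferret was left out. The 464 falls among the 1319 became 979 without batch and sex in the model, 199 with the replicate block added, 244 in batch 1 alone, 7 in batch 2 alone and 4 in males alone; the 2 falls past the paper's thresholds became 12 without air control replicate 3, 4 without air control replicate 2 or 4 or smoke replicate 4 or 5, 6 in batch 1 alone, 7 in females alone and 132 with the authors' fold changes and p-values. The 1319 genes became 2211 without batch and sex in the model, 59 in batch 2 alone, 41 in males alone and 821 at an adjusted p under 0.05, and ranged from 772 (without air control replicate 1) to 1539 (without smoke replicate 1); without air control replicate 6 there were 795. Fewer ferrets were compared in single batches and sexes, and the cause of the other shifts was not tested. Of the genes measured by RT-PCR, 8 of 10 passed, against 4 in batch 2 alone and 3 in males alone, and of the 77 genes of Tables 2, 3 and S4, 73 passed, against 23 and 13. The 24 gene lists that passed in camera became 7 with an estimated correlation and 19 with fry. On all genes, clustering placed 7 of 12 ferrets with their exposure. The interaction with batch, 10 genes, gave 37 without air control replicate 1, 0 without air control replicate 2, 3, 4, 5 or 6, 39, 4, 53, 0, 4 and 3 without smoke replicates 1 to 6, and that with sex, 0 genes, gave 26 without air control replicate 3 and 1 without smoke replicate 6, and otherwise 0. Reversed in batch 1 alone, upward, were the lists of T and NK cell markers (adjusted p = 0.0091) and of secretory and goblet cell and mucus genes (adjusted p = 0.0045), and BPIFA1 at 1.98, BPIFB1 at 2.67 and ENSMPUG00000008121 at 1.27, and downward SERINC2 at -0.35 and ZNF608 at -0.38. Median-centred values gave 1233 genes and quantile normalization 1400; filters at a mean count of 20 and 100 gave 1311 and 1253. AHRR has no value at a mean count of at least 100. A fit to counts was not run, and its effect stays open.

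The replicate numbers were also tried as a block, although they do not pair the ferrets. Added to batch and sex, the block left 855 genes with an adjusted p under 0.1, of which 805 are among the 1319, and in place of batch and sex it left 1751. The genes past the paper's thresholds were 83 and 84.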

Differences from the paper's values

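None of the alternatives named here was chosen after the results were seen, and all were set before the data were examined. The paper gives 420 differentially expressed genes, and 83 passed the same thresholds on the deposited log2 values, which are compressed at low counts. Among the alternatives set before the data were examined, 419 genes passed with the authors' fold changes and p-values, adjusted over the genes kept, and 419 with a log2 difference over 0.5 in place of 1; the second set holds 209 of the paper's 420 and misses 211. Every other alternative gave a count that differs from the paper's, from 29 in males alone to 162 in females alone.

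For ATP6V0D2 the paper's log2 fold change is 3.99, against 3.10 here; for MMP12 the paper's is 2.69, against 2.05; and for AHRR the paper's is 1.74, against 0.37. In each case the authors' fold changes as deposited match the paper's value, and every other alternative that gives a value differs from it, while AHRR has none at a mean count of at least 100. For CYP1B1 the paper's fold change is 5.1, against 3.57 here; for SERPINA1 the paper's log2 fold change is 2.17, against 2.02; and for CTSB the paper's is 1.83, against 1.81.

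The paper counts HAS1 and PNPLA3 as down and places both among the genes of Table 3, which lists PNPLA3 and not HAS1. For HAS1 the paper also writes that sequencing showed a trend and that RT-PCR showed the fall. HAS1 was lower here at -0.70 without passing (adjusted p = 0.15), and in the authors' deposited table its adjusted p is 0.18; it passed without batch and sex in the model (adjusted p = 0.081), with a block for each cell of batch and sex (adjusted p = 0.092), without air control replicate 5 (adjusted p = 0.086) and without smoke replicate 2 (adjusted p = 0.035). Of the genes of Table 3, PNPLA3, EGFLAM, MAL and FANCE did not pass here. PNPLA3 passed without batch and sex (adjusted p = 0.073), with the replicate block in their place (adjusted p = 0.079) and with the authors' p-values (adjusted p = 0.038). EGFLAM passed without batch and sex (adjusted p = 0.045), with a block for each cell of batch and sex (adjusted p = 0.098), with the authors' p-values (adjusted p = 0.041), and without air control replicate 6 (adjusted p = 0.098) or smoke replicate 6 (adjusted p = 0.048). MAL passed with the replicate block in place of batch and sex (adjusted p = 0.098), without air control replicate 4 (adjusted p = 2.7e-04), in batch 1 alone (adjusted p = 0.0041) and in females alone (adjusted p = 3.2e-04). FANCE passed without batch and sex (adjusted p = 0.098), with the replicate block in their place (adjusted p = 0.097) and without smoke replicate 6 (adjusted p = 0.088).

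The paper describes cell adhesion and signaling of receptors coupled to G proteins as lower. Of the 39 genes of its set for cell adhesion, 27 rose and 7 fell. The broad term for signaling of receptors coupled to G proteins was not found as a single row among those held. Of the 13 genes of a narrower set, for signaling coupled to cyclic nucleotides, 7 rose and 4 fell, which does not test the paper's statement on the broad term. The sheet of Table S3 for biological processes was held with 1817 of the 2634 rows that it states.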

Other observations

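The counts of list members and the tests of the lists were fixed before their deposited values were seen, though after the paper's tables had been read. The genes named because 5 or fewer passed, and those with the largest values, were chosen after the values were seen. The lists below moved in lungs where the mean over the macrophage markers rose by 0.61, with all 6 smoke-exposed ferrets above all air controls, so that a shift in the make-up of the tissue is not told apart from changes within cells. Genes of the cell cycle rose in smoke-exposed lungs: 22 of 38 members rose and 0 fell (28 rose when adjusted over the list alone), with a median difference of 0.37, 0.45 in batch 1 and 0.33 in batch 2 (camera adjusted p = 4.7e-18; adjusted p = 0.19 with an estimated correlation). ANLN, a protein of the contractile ring, rose by 0.86 (standard error 0.13, adjusted p = 0.0017), RACGAP1, which also acts in cytokinesis, by 0.75 (adjusted p = 0.0024), and KIF11, a motor of the spindle, by 0.57 (adjusted p = 0.0028). Markers of B and plasma cells fell: 2 of 22 rose, CD72 and TNFRSF13C, and 7 fell (2 and 12 when adjusted over the list alone), with a median of -0.34 (camera adjusted p = 2.0e-04; adjusted p = 0.28 with an estimated correlation), -0.18 in batch 1 and -0.27 in batch 2. A camera p as small came from 18 of 100 groupings of the ferrets. PAX5, the transcription factor of B cells, fell by 0.56 (adjusted p = 0.016), FCRL1, a receptor of B cells, was at -0.65 (standard error 0.16, adjusted p = 0.036), and FCRL1 did not pass without air control replicate 1 (adjusted p = 0.11), while CD72, a receptor of B cells and of some macrophages, rose by 0.44 (adjusted p = 0.020); TNFRSF13C did not pass without air control replicate 1, 3 or 6 or smoke replicate 2, 4 or 6 (highest adjusted p = 0.14).

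Endothelial markers fell: 0 of 24 rose and 4 fell, TIE1, APLNR, ROBO4 and EGFL7 (6 fell when adjusted over the list alone), at a median of -0.15 (camera adjusted p = 5.4e-04; adjusted p = 0.19 with an estimated correlation), -0.20 in batch 1 and -0.11 in batch 2, where the list alone gives an adjusted p of 0.31. For this list 11 of 100 groupings of the ferrets gave a camera p as small. TIE1 and APLNR, receptors of endothelial cells, were lower at -0.38 (standard error 0.063, adjusted p = 0.0031) and -0.67 (standard error 0.14, adjusted p = 0.014); ROBO4 did not pass without air control replicate 1 or 6 or smoke replicate 5 (highest adjusted p = 0.11); EGFL7 did not pass without air control replicate 1, 2 or 6 or smoke replicate 2, 4 or 6 (highest adjusted p = 0.12). Genes of iron and heme handling rose: 4 of 19, namely SLC11A1, BLVRA, BLVRB and STEAP3 (8 and 4 when adjusted over the list alone), at a median of 0.12 (camera adjusted p = 0.0044; 0.089 with an estimated correlation), 0.26 in batch 1 and 0.12 in batch 2, where alone the adjusted p is 0.10. SLC11A1, a transporter of metal ions in phagosomes, rose by 1.46 (adjusted p = 9.9e-05), and BLVRA, which makes bilirubin from biliverdin, by 0.92 (adjusted p = 1.4e-04); STEAP3 did not pass without air control replicate 1, 3, 5 or 6 or smoke replicate 2, 4 or 5 (highest adjusted p = 0.20). In the list of neural and neuroendocrine markers TAC1, the precursor of substance P, rose by 1.66 (standard error 0.14, adjusted p = 1.9e-05), PCSK1, a protease of neuropeptides, by 0.98 and UCHL1, a ubiquitin hydrolase, by 1.18; CHGB rose and SNAP25 fell, and the list had a median of -0.02 and a mean of 0.14. It did not pass in camera (adjusted p = 0.53), but did over genes with a mean normalized count of at least 100 (adjusted p = 0.0038) and with fry (adjusted p = 0.073), and the mean over its members was higher in all 6 smoke-exposed ferrets than in any air control (two-sided exact permutation p = 0.0022; 0.14 in batch 1 and 0.14 in batch 2).

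Of the other lists, mast cell and basophil markers had a median of 0.23 (camera adjusted p = 0.0072; adjusted p = 0.28 with an estimated correlation), mesothelial markers -0.39 (0.015; 0.47), platelet markers 0.08 (0.095; 0.22), circadian genes -0.13 (0.071; 0.47) and interferon-induced genes -0.10 (0.046; 0.59), all of which lose their call in batches, sexes or single removals (platelet without air control replicate 1, 4 or 5 or smoke replicate 1 or 2, highest adjusted p = 0.17; circadian without air control replicate 1 or smoke replicate 1 or 2, highest 0.33; interferon without air control replicate 1 or 3 or smoke replicate 3, 5 or 6, highest 0.54). The remaining lists did not pass in camera: monocyte (median 0.18, adjusted p = 0.15; 0.051 without air control replicate 2 and 0.059 without smoke replicate 3, and 0.0086 in batch 1 alone), smooth muscle and pericyte (-0.13, 0.11; under 0.1 without air control replicate 3, 5 or 6 or smoke replicate 1, 4 or 5, smallest 0.0044, in batch 2 alone, 6.6e-06, in males alone, 0.0028, with quantile normalization, 0.043, with median-centred values, 0.096, at a mean count of at least 100, 0.061, and with the replicate block added, 0.098; median 0.06 in batch 1 and -0.32 in batch 2), dendritic cell (-0.04, 0.50; 0.022 in males alone), basal cell (-0.04, 0.56), cartilage (-0.09, 0.52; 0.079 and 0.064 with the filters at a mean count of 20 and 100, and 0.019 in batch 2 alone), adipocyte (-0.11, 0.44; exact permutation p = 0.041 for the mean over its members), red blood cell (-0.09, 0.23; mean 0.38; 0.013 with the authors' fold changes), muscle (0.05, 0.54), immediate early and heat shock (-0.05, 0.87), senescence (0.05, 0.53), hypoxia (0.03, 0.49) and cholesterol and fatty acid synthesis (0.00, 0.79).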
